# Identification of *HMX1* target genes: A predictive promoter model approach

**Published:** 2013-08-06

**Authors:** Arnaud Boulling, Linda Wicht, Daniel F. Schorderet

## Abstract

**Purpose:**

A homozygous mutation in the H6 family homeobox 1 (*HMX1*) gene is responsible for a new oculoauricular defect leading to eye and auricular developmental abnormalities as well as early retinal degeneration (MIM 612109). However, the *HMX1* pathway remains poorly understood, and in the first approach to better understand the pathway’s function, we sought to identify the target genes.

**Methods:**

We developed a predictive promoter model (PPM) approach using a comparative transcriptomic analysis in the retina at P15 of a mouse model lacking functional *Hmx1* (*dmbo* mouse) and its respective wild-type. This PPM was based on the hypothesis that *HMX1* binding site (HMX1-BS) clusters should be more represented in promoters of *HMX1* target genes. The most differentially expressed genes in the microarray experiment that contained HMX1-BS clusters were used to generate the PPM, which was then statistically validated. Finally, we developed two genome-wide target prediction methods: one that focused on conserving PPM features in human and mouse and one that was based on the co-occurrence of HMX1-BS pairs fitting the PPM, in human or in mouse, independently.

**Results:**

The PPM construction revealed that sarcoglycan, gamma (35kDa dystrophin-associated glycoprotein) (*Sgcg)*, teashirt zinc finger homeobox 2 (*Tshz2)*, and solute carrier family 6 (neurotransmitter transporter, glycine) (*Slc6a9)* genes represented *Hmx1* targets in the mouse retina at P15. Moreover, the genome-wide target prediction revealed that mouse genes belonging to the retinal axon guidance pathway were targeted by *Hmx1*. Expression of these three genes was experimentally validated using a quantitative reverse transcription PCR approach. The inhibitory activity of *Hmx1* on *Sgcg*, as well as protein tyrosine phosphatase, receptor type, O (*Ptpro)* and *Sema3f*, two targets identified by the PPM, were validated with luciferase assay.

**Conclusions:**

Gene expression analysis between wild-type and *dmbo* mice allowed us to develop a PPM that identified the first target genes of *Hmx1*.

## Introduction

The homeobox (HMX) family of transcription factors is characterized by the presence of a 60-amino acid homeobox domain. Currently, this family contains four members: *HMX1*, *HMX2, HMX3* (also known as *Nkx5–3*, *Nkx5–2*, and *Nkx5–1*, respectively), and sensory organ homeobox 1 (*SOHo1*) [1]. Expression of *HMX1*, *HMX2*, and *HMX3* is highest in the sensory organs, I.E., the eye and inner ear, and in the peripheral and central nervous systems [2,3]. During mouse development, *Hmx1* is expressed in the trigeminal ganglion and in the second branchial arches early as E9.5, and in the dorsal root ganglia at E10.5. Later on*,* *Hmx1* is expressed in the lens, in the neural epithelium of the eye, in the sympathic and vagal nerve ganglia, and in the mesenchyme near the developing ear [4]. More recently, the discovery of an *HMX1* loss-of-function mutation responsible for a new oculoauricular syndrome (MIM 612109) in a Swiss consanguineous family prompted us to evaluate the role of this transcription factor [5].

In 2009, the description of two mutant mice called “dmbo” and “misplaced ears” exhibiting microphthalmia, in addition to ear and cranial malformations, was reported. Mapping and sequencing analyses of these mice revealed a nonsense mutation in the first exon of *Hmx1* in *dmbo* and a frameshift mutation in exon 2 of “misplaced ears” mice [6]. The absence of *Hmx1* protein in *dmbo* was further confirmed in a study showing that *Hmx1* was required for the normal development of somatosensory neurons in the geniculate ganglion [7]. Moreover, a *dmbo* rat strain with a similar phenotype and a deletion in an ancient distal putative enhancer of *Hmx1* was described recently [8]. All these rodent mutants underline the prominent role of *Hmx1* in eye development and represent good models.

Despite these recent advances, the role of *Hmx1* in transcriptional regulation remains widely unknown. A major challenge in deciphering the *Hmx1* pathway involved in eye development is identifying target genes. However, this represents a difficult task as no *HMX1* chromatin immunoprecipitation-grade antibody seems to exist in the mouse. Therefore, we constructed a predictive promoter model (PPM). This approach is based on the analysis of differentially co-expressed genes between two different biologic states and represents a powerful tool as was recently shown [9]. In our case, we used a comparative transcriptomic analysis between retinas at postnatal day 15 (P15) of wild-type (WT) and *dmbo* mice. Basically, a promoter model is defined as a framework of two or more transcription factor binding sites (TFBSs) with a defined distance range and strand orientation. In a given promoter, a functional pattern involving multiple TFBSs is called a *cis-*regulatory module (CRM). CRMs represent the next level of organization after individual TFBSs and are often involved in tissue-specific expression (reviewed in [10] and [11]). The promoter model is called predictive when it is based on a functional hypothesis instead of the analysis of experimentally validated TFBSs. In theory, the promoter model represents a specific and flexible structure shared by the promoter of genes belonging to the same pathways.

Despite the lack of knowledge about *Hmx1*, critical information was sufficient to identify specific features about the gene’s target. In fact, Amendt et al. showed that *HMX1* binds to the canonical CAAGTG sequence and acts as a transcriptional antagonist of Nkx2-5, a well-studied transcription factor that recognizes a consensus sequence TNAAGTG overlapping HMX1-BSs [12]. The mouse and rat *ANF* proximal promoters include two validated Nkx2-5-BSs involved in transcriptional activation. Additional sites are located in distal enhancer regions upstream of the transcription start site (TSS) [13-15]. Similar Nkx2–5-BSs clusters have also been observed in the *H15 mid* locus of Drosophila. The functionality of one of them has been demonstrated in cardioblasts [16]. This type of CRM involving multiple similar TFBSs is called homotypic CRMs, or homotypic clusters of TFBSs, and is widely represented in proximal promoters and enhancers of mammals and invertebrates [17]. This observation is particularly true for TFBSs of several TFs, including *Nkx2–5*.

To identify targets of *HMX1*, we developed a PPM based on HMX1-BSs clusters, with analogy to *Nkx2–5*. We report the first *Hmx1* targets in the mouse retina at P15. Moreover, applying our PPM to mouse and human genomes allowed us to identify additional potential target genes involved in embryonic eye development.

## Methods

### Animal handling and tissue isolation

The studies adhered to the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Veterinary Service of the State of Valais (Switzerland). WT C57BL/6J mice were obtained from Janvier (Le Genest St Isle, France) and *dmbo* mice from Jackson Laboratory (Bar Harbor, ME). *Dmbo* mice were backcrossed with C57BL/6JWT mice for three additional generations to obtain a homogeneous genetic background and to remove the *Rd1* mutation they unexpectedly carried. All mice were genotyped with polymerase chain reaction analysis of DNA tails. Animals were maintained in a 12 h:12 h light-dark cycle with free access to food and water. Mice were killed by cervical dislocation at P15 or P60, and their eyes were enucleated. Retinas were isolated under a microscope to remove extra retinal tissue and snap-frozen at −80 °C.

### RNA extraction and dosage

Total RNA was individually isolated from each whole retina and purified using the RNeasy minikit (Qiagen, Basel, Switzerland) as described by the manufacturer. RNA quantities were assessed with a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE). Four and three different animals for each condition were used for microarray and reverse transcription polymerase chain reaction (RT–PCR), respectively.

### Microarray procedure

RNA quality was assessed using RNA 6000 NanoChips with the Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA). For each sample, 100 ng of total RNA were amplified using the WT sense strand Target Labeling kit (Affymetrix, Santa Clara, CA); 5.5 µg of the resulting sense cDNA was fragmented with uracil DNA glycosylase (UDG), apurinic/apyrimidic endonuclease 1 (APE 1), and biotin-labeled with terminal deoxynucleotidyltransferase (TdT) using the GeneChip WT Terminal labeling kit (Affymetrix). Affymetrix Mouse Gene 1.0 ST arrays were hybridized with 2.7 µg of biotinylated target for 17 h at 45 °C, washed, and stained according to the protocol described in the Affymetrix GeneChip Expression Analysis Manual (Fluidics protocol FS450_0007). The arrays were scanned using the GeneChip Scanner 3000 7G (Affymetrix), and raw data were extracted from the scanned images and analyzed with the Affymetrix Power Tools software package. All statistical analyses were performed using the free high-level interpreted statistical language R (version 2.12.1) and the Bioconductor package limma (version 3.6.9). Hybridization quality was assessed using the Expression Console software (Affymetrix). Normalized expression signals were calculated from Affymetrix CEL files using the RMA normalization method. Differential hybridized features were identified using Bioconductor package “limma” that implements linear models for microarray data [18]. The p values were adjusted for multiple testing with Benjamini and Hochberg’s method to control for the false discovery rate (FDR) [19]. Probe sets showing at least 1.2-fold change and a FDR<0.1 were considered significant. Gene expression data have been deposited in GEO (GSE47002).

### Functional annotation of microarray data

Differentially expressed genes (FDR<0.1) were annotated in accordance with the Gene Ontology (GO) classification system. GO terms were classified into categories related to molecular function, cell component, and biologic process to assess the statistical enrichment of differentially expressed genes in these categories compared with the full mouse genome. Annotation and statistical calculation were realized using the DAVID algorithm [20,21]. In addition, the MetaCore software from GeneGo was used to highlight the most relevant GeneGO process networks. Each process represents a preset network of protein interactions characteristic of the process. For the DAVID and MetaCore enrichment analyses, only results with a p value <0.1 were considered. MetaCore and DAVID use a hypergeometric model to determine the significance of the enrichment.

### Predictive promoter model construction and validation

All sequences were collected via the UCSC Main Table Browser of the online Galaxy Platform (https://main.g2.bx.psu.edu/). We used the July 2007 (NCBI37/mm9) and February 2009 (GRCh37/hg19) genome assemblies’ versions, and genes absent in the refGene table were retrieved in GenBank and checked manually. All gene accession numbers related to the genes cited in the article are summarized in Appendix 1. [-250;+250] region selection and motif combinations analyses in the (+) and (-)-training sets were obtained from Galaxy. The (-)-training set was constituted by random selection of 2,000 RefSeq gene promoter sequences. Finally, statistical validation of the model was performed with Fisher’s exact test. PPM specificity and sensitivity were calculated with MedCalc. Cell-specific expression levels of *Hmx1*, sarcoglycan, gamma (35kDa dystrophin-associated glycoprotein) (*Sgcg*), teashirt zinc finger homeobox 2 (*Tshz2*), and solute carrier family 6 (neurotransmitter transporter, glycine) (*Slc6a9*) were retrieved in the gene expression profile database [22].

### Predictive promoter model–based genome-wide target predictions

All the [-250,+200] sequences fitting the PPM were selected from human and mouse RefSeq databases. PPM-based selection focused on the conserved HMX1-BS pairs was realized by crossing the human and mouse previously obtained selections. Sequences containing more than two HMX1-BSs were analyzed to achieve the target genes selection based on the co-occurrence of HMX1-BS pairs. Axon guidance pathway enrichment analysis was based on the KEGG database and performed for the mouse predicted target selection obtained with the PPM co-occurrence based method. The statistical enrichment was assessed against the full mouse genome by considering the 25,504 unique genes of the ccds table, with the χ^2^ and Yates' correction test.

### Quantitative rt-PCR

Reverse transcription was performed with 500 ng RNA, 25 ng/µl OligodT, 1 mM each dNTP, 10 mM dithiothreitol, 2 U/µl RNaseBlock, and 1 µl AffinityScript (Agilent) in a final volume of 20 µl at 42 °C for 1 h. The reaction was then maintained at 70 °C for 15 min, and the cDNA obtained was 1:10 diluted. Quantitative PCR was performed in a 25-µl mixture containing 12.5 µl of FastStart Universal SYBR Green Master (ROX; Roche, Basel, Switzerland), 10 µl of diluted cDNA, and 0.3 µM of primer pairs (Appendix 2). The PCR program had an initial denaturation at 95 °C for 10 min, followed by 40 cycles of denaturation at 95 °C for 30 s, annealing at 55 °C for 1 min, and extension at 72 °C for 1 min. All PCRs were realized in triplicate. Transcript levels were normalized using the *Gapdh* housekeeping gene and analyzed with the Student *t* test. All qPCR efficiencies were calculated from the slope of a standard dilution curve to allow relative comparison of gene mRNA levels.

### Immunohistochemistry

Enucleated eyes were fixed for 45 min at 4 °C in 4% paraformaldehyde and were cryoprotected by 30% sucrose. The eyes were then embedded in freezing compound (30% Albumin/3% gelatin in 1x phosphate-buffered saline (PBS): 154 mM NaCl, 1 mM KH_2_PO_4_, 3 mM Na_2_HPO_4_ heptahydrate) and vertically sliced 10 μm thick in a cryostat. Sections were washed three times with PBS, treated with blocking buffer (2% native goat serum containing 0.2% Triton X-100) at room temperature for 10 min, and left overnight at 4 °C with the anti-SGCG primary antibody (Proteintech, Chicago, IL) diluted 1:100. Controls were prepared by omitting the primary antibody during the incubation. The following morning, sections were rinsed three times with PBS, blocked for 10 min, and incubated at room temperature for 1 h with Alexa Fluor 594 goat antirabbit immunoglobulin (Invitrogen, Zug, Switzerland) secondary antibody diluted 1:1,500. After three additional washings, the sections were stained with 4',6-diamidino-2-phenylindole dihydrochloride diluted 1:1,500 for 10 min at room temperature, washed three times again, and mounted with Citifluor AF1 (Citifluor Ltd, Leicester, UK). The stained slides were imaged on a Zeiss microscope, and image analysis was performed using the ZEN lite 2011 software (Zeiss, Zürich, Switzerland).

### Construction of reporter and expression plasmids

PCR primer pairs used for molecular cloning were designed to generate an amplicon spanning the TSS of *Sgcg*, *Sema3f*, and *Ptpro* and to carry all the HMX1-BS identified in the proximal promoter region. All promoter regions were amplified with the *PfuUltra* High-Fidelity DNA Polymerase (Agilent) according to the manufacturer’s instructions. Mouse *Sgcg*, *Sema3f*, and *Ptpro* promoter regions were amplified using the following primer pairs carrying MluI and XhoI restriction sites (underlined), with indicated annealing temperatures (Ta): 5′-GCG CAC GCG TCA AAG ACA CGT CAG CCT CAG-3′ and 5′-GCG CCT CGA GGA AAC GCT GTA CCT ATC TGA TTT ACA-3′ (*Sgcg*, Ta=61 °C), 5′-GCG CAC GCG TGC AAG AGT GTA TGG GGA AGG-3′ and 5′-GCG CCT CGA GCA GGC CTC TCA GCA GGTG-3′ (*Sema3f*, Ta=63 °C), 5′-GCG CAC GCG TCA TGG AAA TCG TTG CTT GTG-3′ and 5′-GCG CCT CGA GCG GCG TTG TTT AAT GGC TAA-3′ (*Ptpro*, Ta=60 °C). Amplified DNA fragments were inserted into the pGL3-basic vector with the XhoI and MluI restriction enzymes to produce pGL3-*Sgcg*, pGL3-*Sema3f*, and pGL3-*Ptpro* reporter constructs. Before the cloning step, the CAAGTG site located just upstream of the multiple cloning site in the pGL3-basic vector was converted to TAATCA by site-directed mutagenesis. The *Hmx1* mouse cDNA was amplified with *PfuUltra* High-Fidelity DNA Polymerase using 5′-ATG CCG GAT GAG CTG ACC G-3′ and 5′-TCA CAC TAG CCC CGG CAT C-3′ primers (Ta=60 °C), and then inserted into the pcDNA3.1 vector (pcDNA3.1-Hmx1) with the pcDNA3.1/V5-His TOPO TA Expression Kit (Invitrogen).

### Cell culture and transfection

Mouse neuroblastoma cells (aka Neuro-2a or N2a) were grown in Dulbecco’s Modified Eagle Medium (DMEM; PAA, Cölbe, Germany) supplemented with 10% fetal bovine serum and 100 µg/ml Normocin (Invivogen, Toulouse, France). Twenty-four hours before transfection, 200,000 cells/well were seeded in 12-well plates. For one transfection, 900 ng of one pGL3 reporter construct, 900 ng of pcDNA3.1-Hmx1 or empty pcDNA3.1, and 300 ng of pCMV-Beta-Gal control plasmid were mixed together with 4 µl jetPEI (Polyplus, Illkirch, France) and dropped onto the cells.

### Luciferase reporter gene assay

Forty-eight hours after transfection, cells were rinsed with PBS and lysed with 100 µl potassium phosphate buffer (100 mM K_2_HPO_4_, pH7.8, 0.2% Triton X-100). After centrifugation, 5 µl supernatant from each sample were added to 20 µl Firefly luciferase reagent. In parallel, 10 µl supernatant from each sample were added to 100 µl β-galactosidase reagent. The relative luciferase activity was determined by dividing the luminescence of Firefly luciferase activity by that of the cotransfected β-galactosidase activity. The experiment was performed three times for each reporter construct, and transfections were realized in triplicate for each experiment. The significance between the luciferase activity of each reporter construct cotransfected with pcDNA3.1-Hmx1 and with pcDNA3.1 was then assessed for significance with the Student *t* test.

### Statistical analysis

The statistical tests used in this study are detailed at the end of the microarray procedure, functional annotation of microarray data, PPM construction and validation, quantitative reverse transcription PCR, and luciferase reporter gene assay sections.

## Results

### Comparative transcriptomic analysis

The comparative transcriptomic analysis of the mouse retina between the *dmbo* and WT C57BL/6J mice was realized at P15 to avoid killing pregnant *dmbo* mice and to obtain a sufficient amount of tissue. 

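Retinas of *dmbo* mice, which are homozygous for a nonsense mutation of *Hmx1*, were compared with retinas of WT C57BL/6J mice. There were 4 mice in each group, all at postnatal day 15. RNA of each whole retina was isolated individually, amplified and hybridized to an Affymetrix Mouse Gene 1.0 ST array. The authors corrected the background, normalized the arrays by quantiles and summarized the probes of each probe set with RMA (robust multi-array average), and the deposited values are log2 signals. The 28350 probe sets were fitted with limma, *dmbo* minus WT, and the p-values were adjusted by the method of Benjamini and Hochberg. A total of 25004 probe sets carried 1 gene symbol, 3344 carried none and 2 carried several. A gene was counted once where any of its probe sets passed, and single values are those of its brightest probe set. The median log2 signal per array lay between 8.19 and 8.28, and the correlation between arrays lay between 0.989 and 0.998. The number of arrays limits the precision. Gene positions are those of the authors' table, which names no genome build. Lens transcripts differed between arrays. The mean log2 signal of 16 lens crystallin genes was 11.51, 10.27, 8.48 and 12.52 in *dmbo* replicates 1 to 4, and 7.60, 7.61, 7.89 and 9.09 in WT replicates 1 to 4 (exact permutation test, two-sided p = 0.0571). Both *Xist*, the transcript of the inactive X chromosome, and Y-linked transcripts were present in *dmbo* replicates 1 and 2. Whether each of these 2 samples comes from a single mouse is therefore open, and the numbers of mice given here follow the paper.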

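The probe set of *Hmx1* gave the same signal in *dmbo* and WT retinas at P15, and its paralogs *Hmx2* and *Hmx3* gave no difference that passed the test. *Hmx1* (probe set 10521385) lies on chromosome 5 from 35731766 to 35735521. Its log2 signal was 8.25 ± 0.13 (SD, n = 4 mice) in *dmbo* and 8.25 ± 0.04 (SD, n = 4) in WT retinas. These means lie within the range of the array medians over all probe sets (8.19 to 8.28). Whether the transcript was detected at this signal was not tested, so an equal signal does not show an equal transcript level. The log2 fold change was -0.0021 (standard error 0.06, 95% confidence interval -0.15 to 0.14, adjusted p = 1 from limma). The *dmbo* allele is a nonsense mutation and deletes none of the transcript's sequence, so this probe set does not check the labels of the samples. *Hmx2* lies on chromosome 7 from 138692287 to 138700096 and had a log2 fold change of 0.09 (standard error 0.07, adjusted p = 0.888 from limma). *Hmx3* lies beside it, from 138686477 to 138688439, and had a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.903 from limma). Of 18 genes listed as HMX and related NK homeobox genes with the *Sox10* axis, only *Tshz2* changed, and it rose; with adjustment over the list alone 1 rose and 1 fell. The list as a whole did not pass (adjusted p = 0.244 from camera, 0.729 with an estimated correlation), but without *dmbo* replicate 3 its adjusted p from camera was 0.00897. *Sox10* had a log2 fold change of -0.04 (adjusted p = 0.984 from limma) and *Nkx2-5* one of 0.06 (adjusted p = 0.953 from limma).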

The retina is still developing at this age and is always expressing *Hmx1*. The analysis showed 146 differentially expressed genes (70 up and 76 down) with a FDR<0.1 and at least 1.2-fold change (Figure 1A, Appendix 3, Appendix 4). Thirty of these genes were highly confident and had a FDR<0.01 (14 up and 16 down). 

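At an adjusted p under 0.1 and a change of at least 1.2-fold, 145 genes differed between *dmbo* and WT retinas, of which 69 rose and 76 fell. Among the genes with a large rise were *Rtkn2* and *Agxt2l1*, a lyase of phosphoethanolamine. Among those with the largest fall were *Myo7a*, the myosin of photoreceptors and hair cells that is mutated in Usher syndrome, *Egr1*, an immediate early transcription factor, and *Car3*, a carbonic anhydrase. *Rtkn2* rose by 1.01 on the log2 scale (standard error 0.18, adjusted p = 0.0615 from limma). Leaving out any single array except *dmbo* replicate 2 ended this call, at an adjusted p of up to 0.196 from limma. *Agxt2l1* had a log2 fold change of 0.69 (adjusted p = 0.0751 from limma), which ended without any array except *dmbo* replicate 4, at up to 0.231. *Myo7a* fell by 0.86 on the log2 scale (standard error 0.16, adjusted p = 0.0665 from limma), and only without *dmbo* replicate 3 or *dmbo* replicate 4 did the call hold, with an adjusted p of up to 0.214 without the others. *Hjurp*, a chaperone of centromeric histones, fell by 0.85 (adjusted p = 0.0314 from limma), which ended without *dmbo* replicate 2 or WT replicate 1, 2 or 3, at up to 0.123. *Car3* fell by 0.84 (adjusted p = 0.0637 from limma), which ended without *dmbo* replicate 1, 2 or 3 or WT replicate 1 or 3, at up to 0.206. *Egr1* fell by 0.77 (adjusted p = 0.0737 from limma), which ended without any array except WT replicate 4, at up to 0.221. A further 18 of the 181 probe sets that passed carried no gene symbol. The count of genes was 90 without *dmbo* replicate 1, 84 without *dmbo* replicate 2, 76 without WT replicate 1, 73 without WT replicate 2 and 73 without WT replicate 3. In settings chosen after the data were seen, it was 46 without *dmbo* replicates 1 and 2, which carry both male and female transcripts, and 687 with the crystallin mean of each array as a covariate, of which 97 were among the 145. The crystallin mean of *dmbo* replicates 1, 2 and 4 lay above that of every WT array. This covariate is therefore partly confounded with genotype, and results with it do not separate the 2. The groups were also unbalanced in sex, and with the female share of *Xist* in each array as a covariate, chosen after the data were seen, 36 genes passed, 35 of them among the 145, without any of the genes named above. Of the 181 probe sets all kept their direction and an unadjusted p under 0.05 from limma with this covariate, with a median ratio of log2 fold changes of 1.00 and of standard errors of 1.28 (with the covariate over without), so in the median the errors were wider and the folds were not smaller. For *Car3* the log2 fold change was smaller too, at -0.68 with the covariate. The 181 probe sets were chosen from these same arrays, and the female share of *Xist* correlated with group by 0.579. The kept directions and folds therefore do not show that the calls are free of effects of sex.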

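At an adjusted p under 0.01, 31 genes differed between *dmbo* and WT retinas, of which 14 rose and 17 fell. *Cmtm5*, a membrane protein of the chemokine-like factor family, and *Folh1*, a glutamate carboxypeptidase, were among those that rose. *Duxbl*, a double homeobox gene, had the largest fall, and *Zfp125* and *Mkl2*, a coactivator of serum response factor, fell as well. *Cmtm5* lies on chromosome 14 from 55555307 to 55558114, and its log2 signal was 10.23 ± 0.08 (SD, n = 4 mice) in *dmbo* and 9.30 ± 0.08 (SD, n = 4) in WT retinas (adjusted p = 9.33e-05 from limma). *Folh1* lies on chromosome 7 from 93867497 to 93924342, with 9.93 ± 0.18 in *dmbo* and 9.02 ± 0.04 in WT retinas (adjusted p = 0.00121 from limma). *Duxbl* lies on chromosome 14 from 26942604 to 26948499, with 9.57 ± 0.10 in *dmbo* and 11.28 ± 0.06 in WT retinas (adjusted p = 8.67e-07 from limma). *Duxbl* was measured by 3 probe sets, with log2 fold changes of -1.72 to -1.67, which the authors' table marks as binding related sequences too, so copies of this gene cannot be told apart here. *Plac9*, a short secreted protein, had a log2 fold change of -0.70 (standard error 0.06, adjusted p = 0.000621 from limma), from probe sets marked in the same way. In *Zfp125* and *Mkl2* only 1 probe set passed, and not the brightest. It had a log2 fold change of -0.80 in *Zfp125* (adjusted p = 0.00452 from limma) and of -0.77 in *Mkl2* (adjusted p = 0.000582 from limma), against -0.07 and -0.04 for the brightest probe sets. Of the 31 genes, 11 lie on chromosome 14, and 13 genes passed when the probe sets of this chromosome were left out, a setting chosen after the data were seen. The count was 20 without *dmbo* replicate 2, 18 without WT replicate 2, 13 without WT replicate 3 and, with the settings chosen after the data were seen, 8 without *dmbo* replicates 1 and 2, 9 with the female share of *Xist* as a covariate and 11 with the crystallin covariate.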

Analysis of the 146 differentially expressed genes with the MetaCore software from GeneGo showed ten enriched GeneGO process networks with p<0.1 (Figure 1B). The first three ranked processes are the synaptogenesis (p=0.008879), the visual perception (p=0.009481), and the synaptic contact (p=0.009713). 

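Few genes of the lists for the synapse and the photoreceptors changed in *dmbo* retinas at P15. Over all 21652 tested genes, 180 passed by any probe set with no minimum fold, so no list given here lay below the share over all genes. These lists are not the MetaCore networks of the paper, so the counts do not test its enrichment. *Nlgn1*, a postsynaptic adhesion protein, rose, *Guca1a*, the calcium sensor that regulates guanylate cyclase in photoreceptors, rose, and *Thrb*, the thyroid hormone receptor that sets opsin choice in cones, fell. Of 94 measured genes listed for synaptogenesis and synaptic contact, *Nlgn1* alone changed (1 also when adjusted over the list alone), by a log2 fold change of 0.30 (standard error 0.06, adjusted p = 0.093 from limma). Leaving out any single array ended the call of *Nlgn1*, at an adjusted p of 0.118 to 0.26 from limma, and median centring of the arrays ended it at 0.143. In the same list 66 genes had a negative and 28 a positive log2 fold change, with a median of -0.04. The list as a whole was lower (adjusted p = 0.00225 from camera). The adjusted p was 0.504 with an estimated correlation, 0.156 without *dmbo* replicate 4 and 0.126, in the opposite direction, with the crystallin covariate. Of 41 rod and phototransduction genes, *Guca1a* alone changed (2 rose when adjusted over the list alone), by a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.048 from limma). That call ended without *dmbo* replicate 1 or 2 or WT replicate 1, 2 or 3, at up to 0.165. The rod list had an adjusted p of 0.163 from camera (0.786 with an estimated correlation). It passed as lower without *dmbo* replicate 2 (0.0378), *dmbo* replicate 3 (0.0111) or WT replicate 4 (0.0119), and as higher with the crystallin covariate (0.00115). Of 18 cone genes, *Thrb* alone passed (2 rose and 4 fell when adjusted over the list alone), with a log2 fold change of -0.29 (standard error 0.05, adjusted p = 0.048 from limma). That call ended without *dmbo* replicate 1 or 2 or WT replicate 2, 3 or 4, at up to 0.176. With the crystallin covariate the log2 fold change of *Thrb* was -0.22 (adjusted p = 0.123 from limma). The cone list had an adjusted p of 0.32 from camera (0.729 with an estimated correlation), and of 0.0441 without *dmbo* replicate 3. Of 30 bipolar cell genes, *Cacna2d3*, a calcium channel subunit, alone changed (1 also over the list alone). It fell by 0.37 on the log2 scale (standard error 0.04, adjusted p = 0.00739 from limma). The bipolar list was lower as a whole (adjusted p = 0.0776 from camera, 0.687 with an estimated correlation). Its call ended without *dmbo* replicate 1 (0.187), *dmbo* replicate 4 (0.545), WT replicate 1 (0.351) or WT replicate 2 (0.16), and its direction turned with the crystallin covariate (0.0441). Among Gene Ontology terms, synapse held 7 of the 139 changed genes with any term, where 1.98 would lie by chance (Fisher's exact test, p = 0.00388), and visual perception held 3, *Guca1a*, *Myo7a* and *Rpgrip1* (p = 0.0234). After adjustment over the 2836 terms both had a p of 1. The synapse term held *Dlgap1* and *Igsf9*, named after their values were seen, which the synapse list does not hold. By the probe set with the lowest p, *Dlgap1* had a log2 fold change of -0.54 (adjusted p = 0.000582 from limma). *Igsf9* had one of 0.56 (adjusted p = 0.00605 from limma). *Thrb*, *Cacna2d3* and *Rpgrip1* lie on chromosome 14, which held more of the changed genes than its share.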

In another approach, the DAVID software allowed us to classify these genes into GO categories, showing that nine of them were significantly enriched with p<0.1 in molecular function, three in cell component, and 20 in biologic process categories (Appendix 5). All of the enriched molecular function categories were related to ion and vitamin binding or transmembrane transport, and all the enriched cell component categories were related to cell projection terms as axoneme and cilium. 

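A few genes of the cilium and axoneme changed in *dmbo* retinas. *Rpgrip1*, a protein of the photoreceptor connecting cilium, *Dnahc9*, an axonemal dynein heavy chain, and *Bbs7* and *Bbs1*, subunits of the BBSome that carries cargo into cilia, fell. Of 77 measured genes of the cilium and axoneme list, 4 fell and 1 rose, with the same numbers when adjusted over the list alone. Over all 21652 tested genes, 180 passed by any probe set with no minimum fold, a lower share than in this list. The gene that rose, named after its value was seen, was Ift57, a protein of intraflagellar transport (log2 fold change 0.25, adjusted p = 0.0941 from limma). *Rpgrip1* lies on chromosome 14 from 52730597 to 52781014, and fell by 0.32 on the log2 scale (standard error 0.04, adjusted p = 0.0155 from limma). *Dnahc9* fell by 0.44 (standard error 0.07, adjusted p = 0.0268 from limma). Both calls held when any single array was left out. *Bbs7* had a log2 fold change of -0.25 (adjusted p = 0.0857 from limma) and *Bbs1* one of -0.24 (adjusted p = 0.0867 from limma). These calls ended without any array except *dmbo* replicate 4 for *Bbs7*, at up to 0.263, and except *dmbo* replicate 3 for *Bbs1*, at up to 0.288. The crystallin covariate ended both as well. With it *Bbs7* had a log2 fold change of -0.26 (adjusted p = 0.112 from limma) and *Bbs1* one of -0.15 (adjusted p = 0.171). The list as a whole was lower, with 44 negative and 33 positive log2 fold changes (adjusted p = 0.0794 from camera, 0.52 with an estimated correlation). Its adjusted p was 0.123 without *dmbo* replicate 1, 0.758 without *dmbo* replicate 4, 0.23 without WT replicate 1, 0.134 without WT replicate 2, 0.15 without WT replicate 3 and 0.145, in the opposite direction, with the crystallin covariate. Among Gene Ontology terms of the cell component branch, cilium axoneme held *Dnahc9* and *Tulp3* of its 12 genes (Fisher's exact test, one-sided p = 0.00282), and cilium held *Rpgrip1* and *Tulp3* of 103 (p = 0.152). Calcium ion binding, of the molecular function branch, held *Calb1*, *Cetn4*, *Guca1a*, *Plcz1* and *Slit1* of 462 genes (p = 0.199 from the same exact test). At an unadjusted p under 0.1, 42 molecular function, 27 cell component and 84 biological process terms passed, of which 9, 9 and 16 held at least 2 of the changed genes, and 63 of all terms had a p under 0.05. None passed after adjustment (lowest adjusted p = 0.867, Fisher's exact test), nor with genes above the median signal as background, where 37 had a p under 0.05.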

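The metallothioneins *Mt1* and *Mt2*, small proteins that bind zinc and copper, rose in *dmbo* retinas, and the zinc transporter *Slc39a2* fell. *Mt2* lies on chromosome 8 from 96696684 to 96697464. Its log2 signal was 11.97 ± 0.05 (SD, n = 4 mice) in *dmbo* and 11.44 ± 0.06 (SD, n = 4) in WT retinas (adjusted p = 0.00128 from limma), and the call held when any single array was left out. *Mt1*, its neighbor from 96703111 to 96704227, had a log2 fold change of 0.33 (standard error 0.05, adjusted p = 0.0269 from limma). This call ended without *dmbo* replicate 1 or 2 or WT replicate 3, at up to 0.116. *Slc39a2*, which was named after its value was seen, lies on chromosome 14 and fell by 0.53 on the log2 scale (adjusted p = 0.0127 from limma). Of 37 genes of the metallothionein and metal ion transporter list, which does not hold *Slc39a2*, 2 rose and 1 fell (3 and 2 when adjusted over the list alone). The list as a whole did not pass (adjusted p = 0.156 from camera, 0.411 with an estimated correlation), but its adjusted p was 0.0903 without *dmbo* replicate 2 and 0.0552 without *dmbo* replicate 4. The Gene Ontology term cellular zinc ion homeostasis held *Mt1* and *Mt2* of its 7 genes (Fisher's exact test, one-sided p = 0.000917, adjusted p = 0.867).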

Enriched biologic process categories were more numerous and diversified and concerned, for example, organelle localization or metal ion homeostasis.

**Figure 1:**
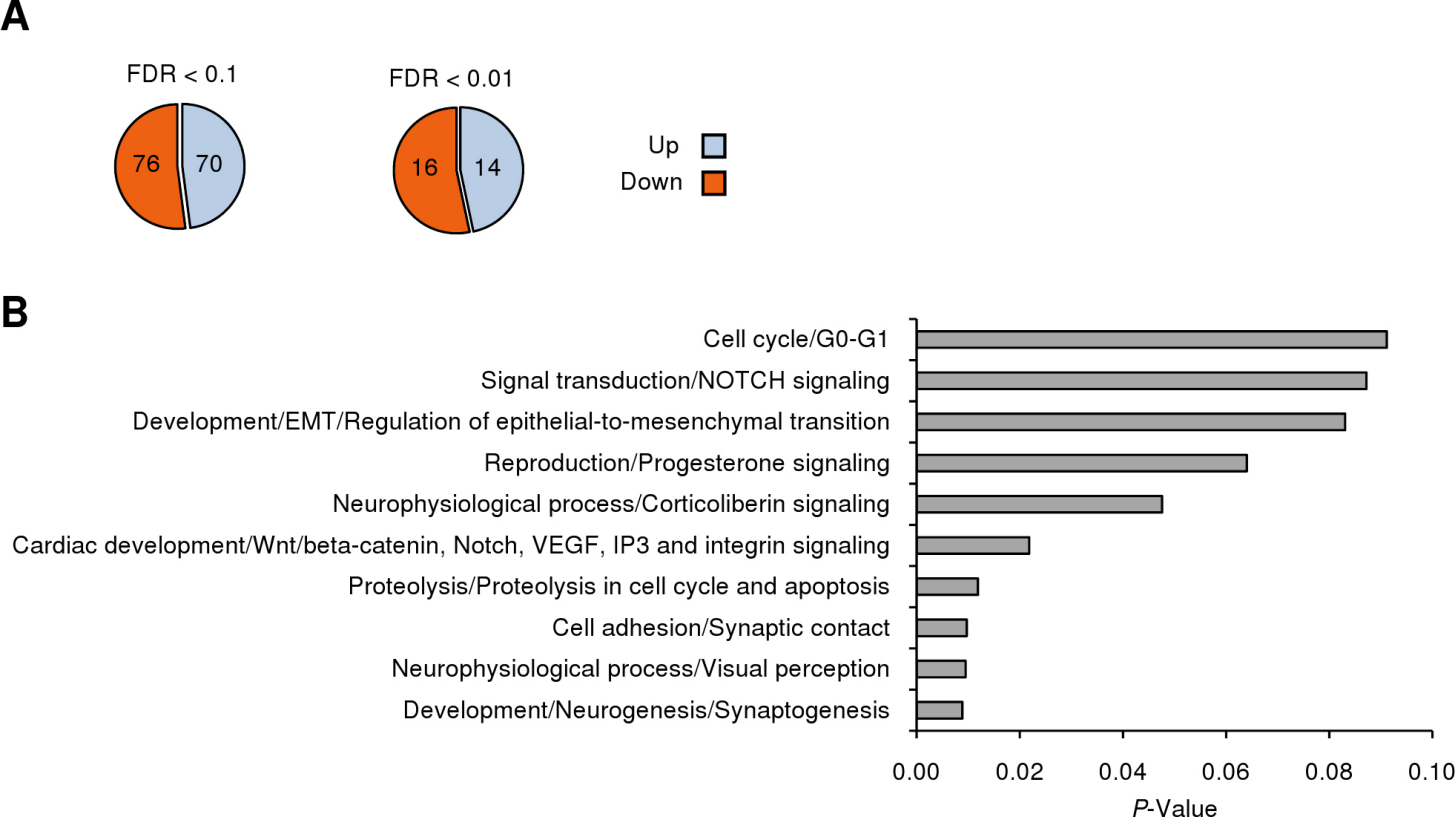
Summary of microarray results. **A**: Up- and downregulated genes with a fold-change >1.2 and a FDR<0.1 or <0.01. **B**: MetaCore GeneGO Process Networks enrichment analysis of the FDR<0.1 group of differentially expressed genes.

### Hmx1 target promoter model construction and validation

As explained above, we hypothesized that multiple *Hmx1* sites could form CRMs and act in synergy, as observed for *Nkx2–5* [17]. In this regard, we postulated that the number of motifs could play a role in the transcriptional regulation of *Hmx1* targets. To elaborate our predictive promoter model, we used the promoter sequences of the most confident differentially expressed genes (FDR<0.01 group) and considered the number of CAAGTG motifs present. We used a screening window ranging in size from −250 to +200 nucleotides (nt) around the TSS. This window was based on the size of the proximal promoter and the approximate median size of the eukaryote 5′ untranslated region (UTR), two regions known to be enriched in TFBS [23,24]. The CAAGTG motifs located in the [-250,+200] interval were counted. Three of the 30 genes contained two motifs, three contained one motif, and the last 24 did not contain any motif. The three genes containing two motifs, considered theoretical *Hmx1* targets, were used to generate a framework (Figure 2A–B) that should correspond to a feature specific for *Hmx1* target promoters. 

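Both *Tshz2* and *Slc6a9* differed between *dmbo* and WT retinas by more than the spread between mice. *Tshz2*, a zinc finger transcription factor, rose, and *Slc6a9*, the glycine transporter of glycinergic amacrine cells, fell. *Tshz2* (probe set 10478928) lies on chromosome 2 from 169458671 to 169738594, with a log2 signal of 9.05 ± 0.12 (SD, n = 4 mice) in *dmbo* and 8.49 ± 0.07 (SD, n = 4) in WT retinas. This is a log2 fold change of 0.56 (standard error 0.07, adjusted p = 0.00681 from limma). *Slc6a9* (probe set 10507500) lies on chromosome 4 from 117507111 to 117541910, with 11.69 ± 0.02 in *dmbo* and 12.06 ± 0.04 in WT retinas. It fell by 0.38 on the log2 scale (standard error 0.04, adjusted p = 0.00344 from limma). For each gene, the values of the *dmbo* mice did not overlap those of the WT mice (exact permutation test, two-sided p = 0.0286, the smallest p that 4 mice against 4 allow). Both calls held at an adjusted p under 0.1 from limma when any single array was left out. The highest values were 0.0328 for *Tshz2* and 0.0246 for *Slc6a9*, above the 0.01 of the stricter group. Without *dmbo* replicates 1 and 2, chosen after the data were seen, the adjusted p from limma was 0.102 for *Tshz2* and 0.109 for *Slc6a9*. With the female share of *Xist* as a covariate, also chosen after the data were seen, it was 0.0775 and 0.0589. The dystrophin glycoprotein complex list, with 29 measured members, did not pass as a whole (adjusted p = 0.537 from camera, 0.757 with an estimated correlation). The paper counts *Tshz2* and *Slc6a9*, whose promoters each hold a pair of CAAGTG motifs, among the theoretical targets of *Hmx1*, and builds the promoter framework from the spacing of the motifs.

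**Figure D1:**
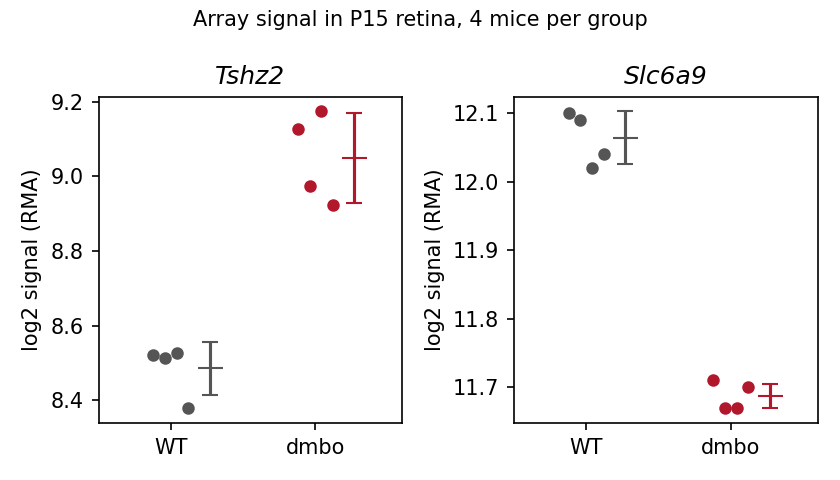
Log2 signal (RMA) of *Tshz2* and *Slc6a9* in P15 retinas of 4 WT and 4 *dmbo* mice. Each point is 1 array, from 1 mouse by the paper's account, the horizontal line is the group mean and the bars are the SD. For *dmbo* replicates 1 and 2, which carried transcripts of both sexes, a single mouse is open. The vertical axes differ in range and do not start at 0. In each panel the points of the groups do not overlap, with *dmbo* above WT for *Tshz2* and below WT for *Slc6a9*.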

The orientation of the motifs was disregarded, but we considered the space between the two motifs and kept a distance range spanning from 90 to 190 nt. Unexpectedly, only one HMX1-BS in the *Tshz2* promoter was strictly conserved between human and mouse.

**Figure 2:**
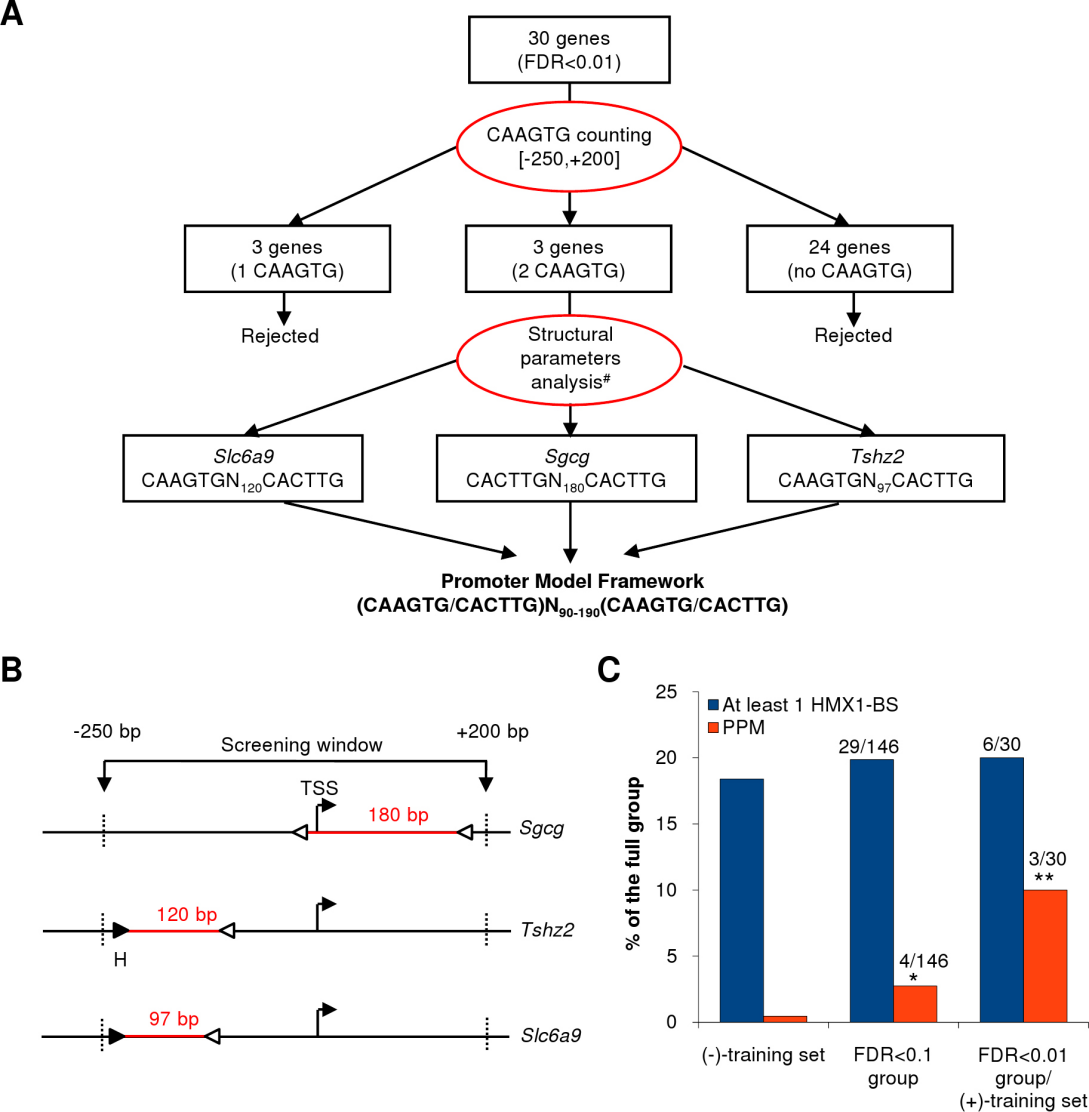
Elaboration and statistical validation of an Hmx1 predictive promoter model. **A**: Flowchart of the predictive promoter model (PPM) construction. #Location of CAAGTG motifs within proximal promoter or 5'UTR region is given in (**B**). **B**: Details of *Sgcg*, *Tshz2*, and *Slc6a9* promoter structure. Forward (CAAGTG) and reverse (CACTTG) *HMX1* binding sites (HMX1-BSs) are symbolized by black and white triangles, respectively. The H letter indicates an HMX1-BS that is strictly conserved in human. **C**: Statistical validation of the PPM. Columns represent the percentage of promoters carrying at least 1 HMX1-BS or fitting the PPM in each group. Promoter count details are indicated for the false discovery rate (FDR)<0.1 group and the (+)-training set (FDR<0.01 group). *p<0.01, **p<0.001.

This theoretical promoter model is predictive and must be statistically validated, as it is based on arbitrary criteria. Therefore, we calculated the enrichment of this particular feature between the FDR<0.01 group (used as the positive (+)-training set) and a control group of random promoters (used as the negative (-)-training set). We observed a 22.2-fold significant enrichment (p=0.0006) of the PPM specific feature in the (+)-training set compared to the (-)-training set within the [-250,+200] region (Figure 2C). This enrichment was also observed in the FDR<0.1 group but to a lesser extent (p=0.0091). There was no significant enrichment when the genes containing at least one motif were considered. From these data, we concluded that the high enrichment of this particular feature in the (+)-training set validated our promoter model and supported the idea that *Sgcg*, *Tshz2*, and *Slc6a9* were direct *Hmx1* targets.

To complete our approach, we also tried to build a PPM with lower specificity and higher sensitivity. For this, we replaced the canonical sequence CAAGTG with the minimal core motif CAAG also able to bind *HMX1* but with a lower affinity [12]. We generated a low specific PPM (LS-PPM) and a very low specific PPM (VLS-PPM) fitting the same distance and orientation criteria than the initial PPM, but carrying one or two CAAG in place of the canonical HMX1-BS, respectively (Table 1). Both retrieved a better rate of positive genes but showed low specificity (1.37- and 1.01-fold enrichment for LS-PPM and VLS-PPM, respectively). These two PPMs with lower specificity were not reused for the following analyses.

**Table 1:** Sensitivity and specificity of PPM-based selection methods.

Characteristics of PPMs	PPM (2 HMX1-BS)	LS-PPM (1 HMX1-BS + 1 CAAG)	VLS-PPM (2 CAAG)
Predicted targets in the (-)-training set (%)	0.5	14.7	59.3
Predicted targets in the (+)-training set (%)	10.0	20.0	63.3
Fold-enrichment; *P* value (if <0.05)	22.2; 0.0006	1.4	1.0
Sensitivity	10.0% (95% CI:2.2% - 26.6%)	20.0% (95% CI:7.8% - 38.6%)	63.3% (95% CI:43.9% - 80.1%)
Specificity	99.6% (95%CI:99.2% - 99.8%)	85.4% (95% CI:83.7% - 86.9%)	40.8% (95% CI:38.6% - 42.9%)

LS-PPM, Low specific PPM; VLS-PPM, Very low specific PPM. 95% CI, 95% confidence interval. CAAG, minimal core motif able to bind *HMX1*.

### Characterization of *Sgcg*, *Tshz2*, and, *Slc6a9* expression

To minimize the possibility that *Sgcg*, *Tshz2*, and *Slc6a9* were false positive targets of *Hmx1*, we confirmed their level of deregulation between eyes from *dmbo* and WT mice, and checked for colocalization with *Hmx1*. The retina is made of many different cell types with specific expression profiles. We therefore assessed the expression of *Hmx1, Sgcg*, *Tshz2*, and *Slc6a9* with qPCR (Figure 3A) and looked for their precise cell subtype expression in the mouse retina, according to an online gene expression profile database [22] (Figure 3B). Transcript quantification confirmed that *Sgcg* and *Tshz2* were overexpressed in *dmbo* at P15, whereas *Slc6a9* was underexpressed. This deregulation tended to disappear at P60 for *Tshz2* and *Slc6a9*, but remained extremely high for *Sgcg*. As expected, the inspection of a retina-specific database revealed a strong overlap of *Hmx1, Slc6a9*, and *Tshz2* expression in the glycinergic amacrine cells. *Sgcg* expression was not detected in the microarray database probably due to the weak level of mRNA, as shown with qPCR. However, the γ-sarcoglycan protein encoded by *Sgcg* was detected with immunohistochemistry in the ganglion cell (GCL), the inner plexiform (IPL), the inner nuclear (INL), and the outer plexiform layers (OPL; Figure 3C), as already shown by Fort et al. [25]. No difference in protein expression of γ-sarcoglycan was observed between the WT and *dmbo* samples (data not shown). The immunohistochemistry staining was higher in some cells of the INL exhibiting a disposition pattern characteristic of the amacrine cells, at the delimiting border between the INL and the IPL. This result was in accordance with colocalization of *Sgcg* and *Hmx1* expression.

**Figure 3:**
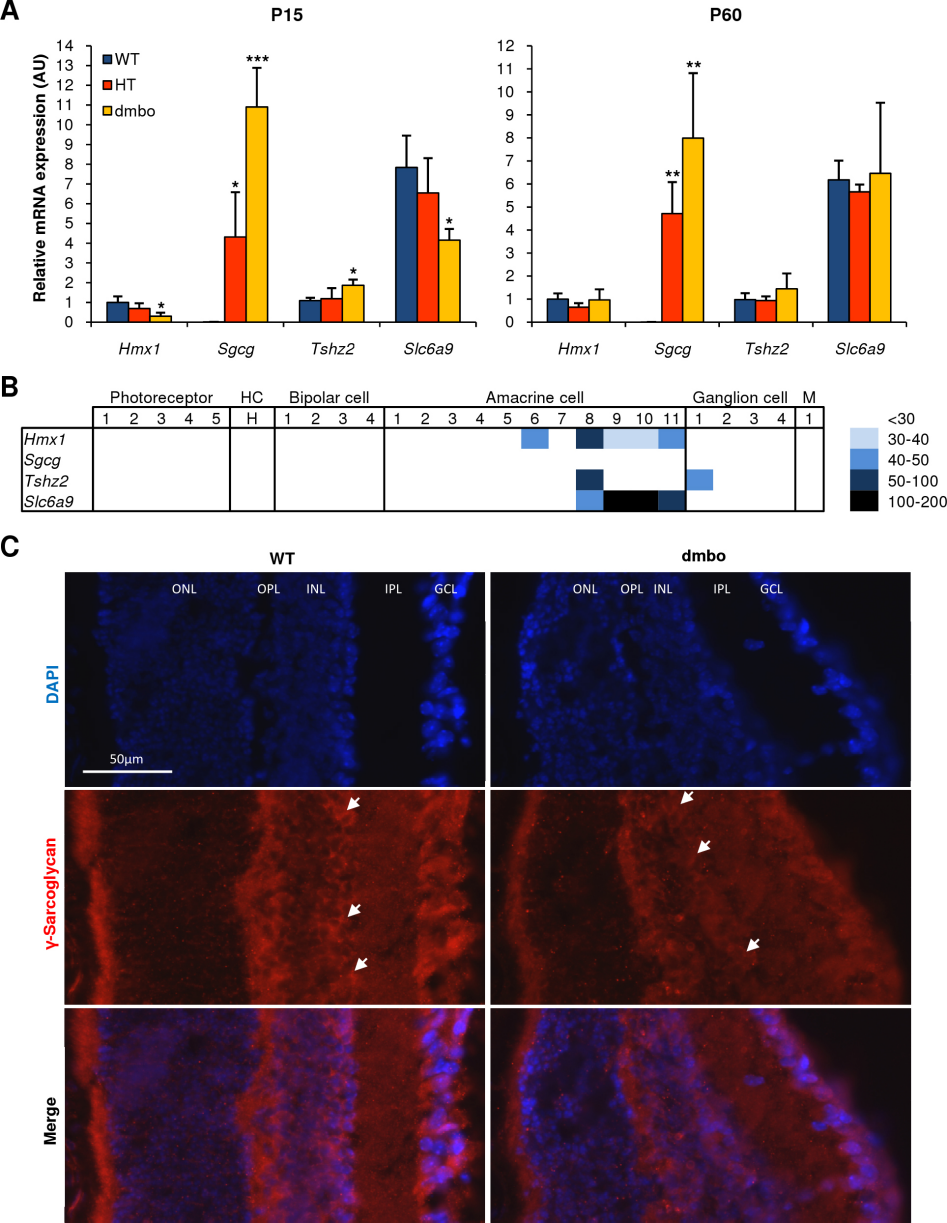
Characterization of *Sgcg*, *Tshz2*, and *Slc6a9* expression. **A**: Quantitative reverse transcription polymerase chain reaction (qPCR) analysis of *Sgcg*, *Tshz2*, and *Slc6a9* expression in wild type (WT), heterozygous (HT), and *dmbo* whole retina at P15 and P60. The significance of the differences between the WT and HT or *dmbo* mean mRNA expression levels were determined by three independent experiments done in triplicate. All qPCR efficiencies were above 1.96 with a Pearson’s r above 0.99. The mRNA levels are expressed as a ratio of the H6 homeobox family 1 (*Hmx1*) WT level, in P15 and P60 experiments, independently. Bars, SD; *p<0.01, **p<0.05, ***p<0.001. AU, arbitrary units. **B**: Heatmap representation of *Hmx1*, *Sgcg*, *Tshz2*, and *Slc6a9* expression in the different cell types of the mouse retina according to the gene expression profile database [22]. **C**: Immunostaining of γ-Sarcoglycan in the WT and *dmbo* retina at P15. White arrows indicate an accumulation of γ-Sarcoglycan at the border delimitating the INL and the IPL. DAPI, 4',6-diamidino-2-phenylindole dihydrochloride staining; Merge, overlap between DAPI and γ-SG immunostaining. ONL, Outer nuclear layer; OPL, Outer plexiformlayer; INL, Inner nuclear layer; IPL, Inner plexiform layer; GCL, Ganglion cell layer.

### Predictive promoter model–based genome-wide screening for HMX1 putative targets

Our model was based on a comparative transcriptomic analysis realized in the mouse retina at P15. However, *Hmx1* is highly expressed in the mouse eye as early as E10.5 suggesting an important role in development. Assuming that the PPM we developed was specific for *HMX1* targets (with 0.45% versus 10% representation in the (-) and (+)-training sets, respectively), we decided to screen the full human and mouse genomes. This global approach should provide an exhaustive view of all putative *HMX1* targets, including those expressed during embryonic eye development. As the first step, we used the PPM to screen mouse and human RefSeq databases via the Galaxy platform. These two databases contained a total of 30,490 and 43,695 sequences respectively, which corresponded to all transcripts of reference, including all isoforms and alternative promoters. We considered for each gene all potential alternative promoters whereas all redundant promoter sequences due to alternative splicing were discarded. The gene accession numbers of all isoforms corresponding to our predicted genes are listed in Appendix 1.

Screening of the full mouse RefSeq database using the PPM within the [-250,+200] region retrieved 157 sequences corresponding to unique protein-coding genes (Figure 4A, Appendix 1). Similarly, the screening of the human genome retrieved 100 sequences corresponding to unique protein-coding genes. This approach allowed us to generate an exhaustive list of all possible *HMX1* targets, but the high number of positive hits resulted in some difficulties with their interpretation. In fact, some of these genes were probably true *HMX1* targets, but several could also be false-positives, representing targets related to TFs with the same binding sites (for example, *HMX3* or *NKX2–5*). To improve the selectivity of the analysis and to focus on the most interesting candidate genes, we decided to add additional filters.

**Figure 4:**
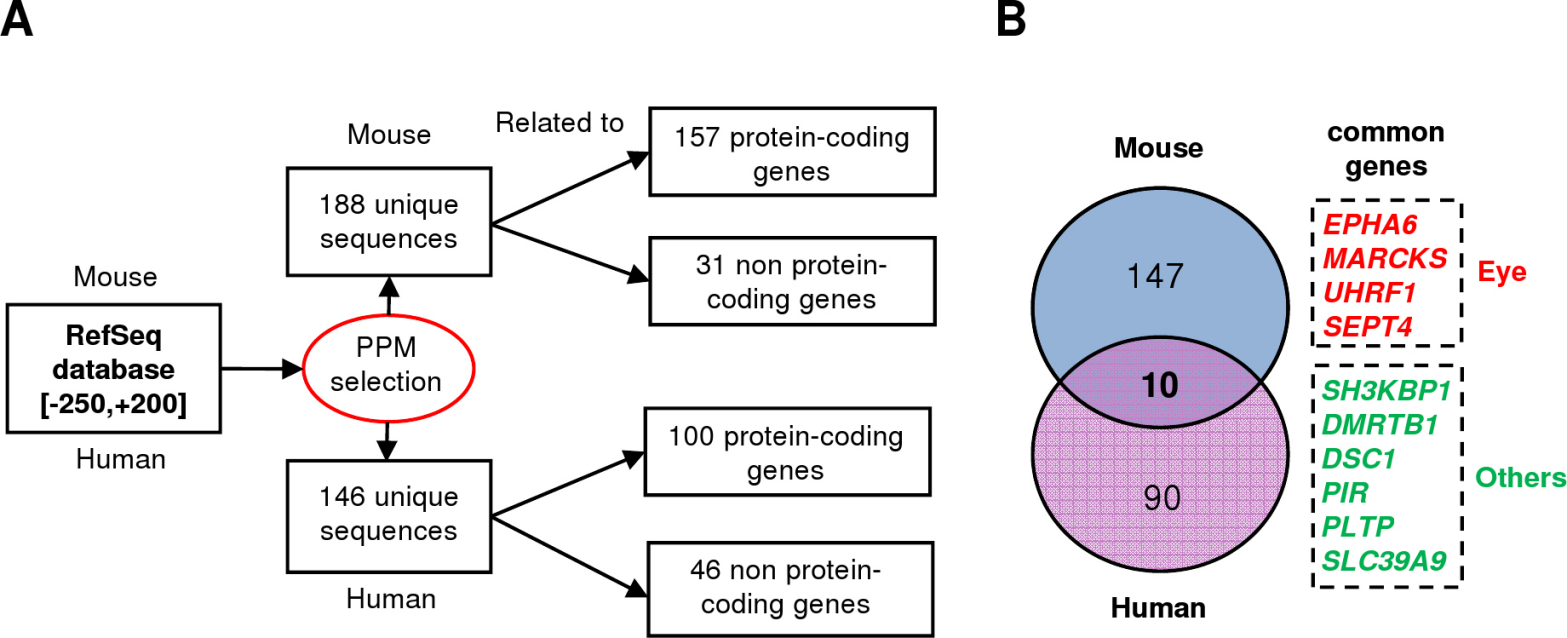
Predictive promoter model–based genome-wide target selection focused on the conserved HMX1-BS pairs. **A**: Flowchart of the predictive promoter model (PPM)-based genome-wide target selection. **B**: Venn diagram illustrating the overlap between human and mouse target selections. Expression localization in the eye is indicated for genes carrying an HMX1-BS pair in both species.

Initially, we developed a PPM approach based on conserving the HMX1-BS pairs between human and mouse. In fact, comparative genomics is one of the usual methods that aimed at discriminating functional TFBSs from irrelevant ones (reviewed in [11]). To maintain relative flexibility, our method was based only on the presence of an HMX1-BS pair and did not implicate a strict conservation of the positions or orientations of the HMX1-BSs between the two species. As already demonstrated, traditional approaches, similar to phylogenetic footprinting, give good predictions but are also likely to miss important conserved regulatory elements [26]. Crossing the two data sets showed that only ten genes contained the PPM features in both species (Figure 4B). These genes were classified according to the localization of their expression.

In a second phase, we used another PPM approach based on the cooccurrence of HMX1-BS pairs, driven by the basic idea that increasing the number of HMX1-BS in the promoter region should increase their interaction with *HMX1*. This phenomenon should result in more efficient transcription regulation. To assess this hypothesis, we looked at the HMX1-BS occurrence in all the mouse and human promoter sequences fitting the PPM. We observed that the promoter regions contained a maximum of four HMX1-BSs within the [-250,+200] window. Always in accordance with the PPM criteria, we determined that three sites might form three different homotypic HMX1-BS pairs (P_1–2_,P_1–3_,P_2–3_), even if it is unlikely that all three pairs could be considered at the same time due to the minimum distance range constraint of 90 bp (Figure 5A). Similarly, four sites might lead to a maximum of five combinations (P_1–2_, P_1–3_,P_2–3_, P_2–4_, P_3–4_). A single given site can be involved in multiple combinations. The screening of the mouse genome with this method retrieved nine genes with three sites allowing two different pair combinations, and one gene (Ephrin type-A receptor 6; *Epha6*) with four sites allowing three different pair combinations (Figure 5B). Interestingly, three of these ten genes (*Epha6*, *Ptpro*, and *Sema3f*) are expressed in the retina and are involved in axonal growth repulsion (see discussion). It represents a 56.6-fold enrichment (p<0.0001) in the mouse axon guidance KEGG pathway (mmu04360). *Ptpro* was incorporated within the pathway although this gene was not initially reported in the KEGG database, in spite of *Ptpro*’s role as a guidance cue in retinal neurons [27,28]. Moreover, a deeper examination of *Epha6* showed an additional HMX1-BS at position [+245,+250] and an additional HMX1-BSs cluster fitting the PPM within the first intron (Figure 5C). Among the mouse HMX1-BSs, two were conserved in the human *EPHA6* proximal promoter. One was unique to the human gene. With a similar approach, we identified eight genes with three sites allowing two interactions in the human genome (Figure 5B).

**Figure 5:**
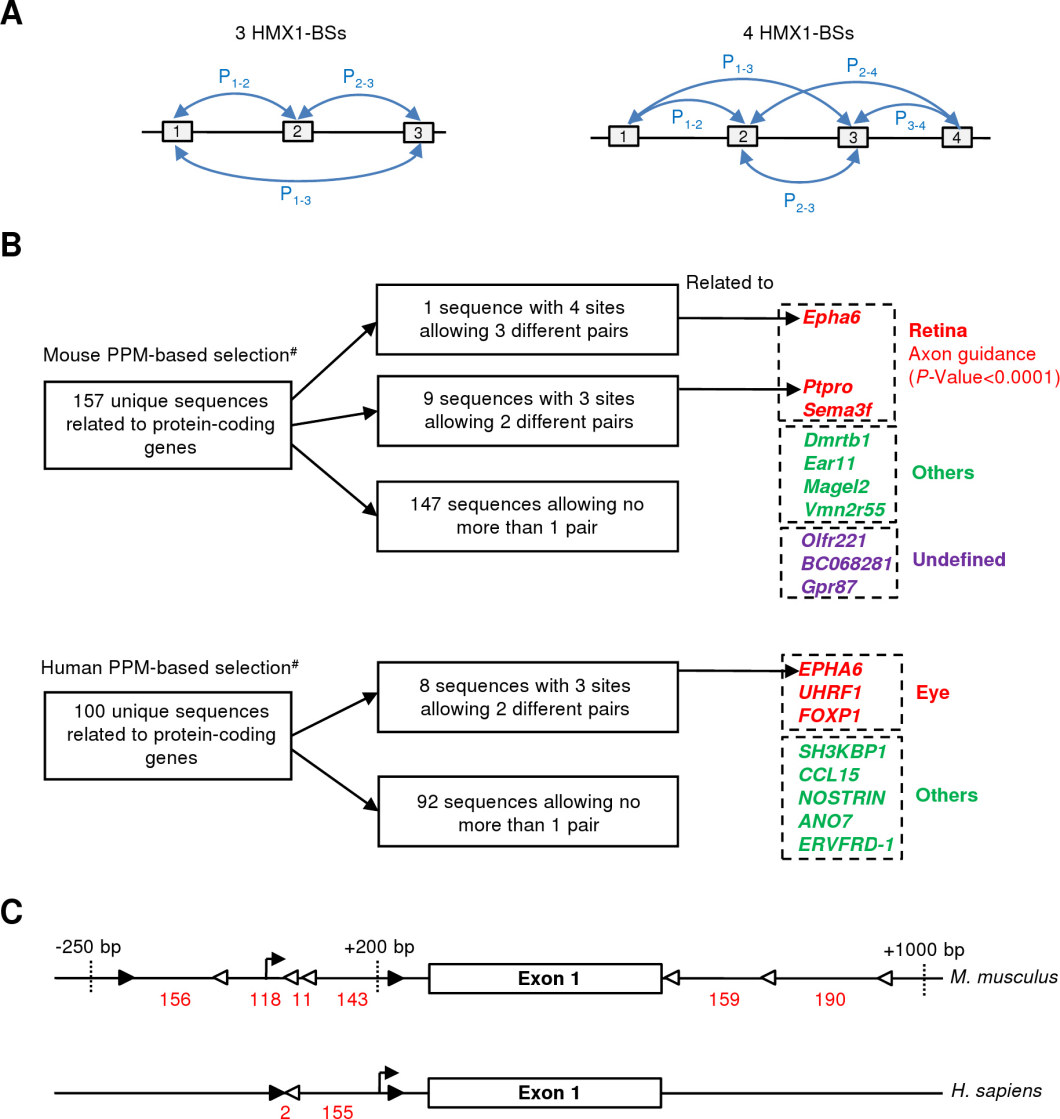
Predictive promoter model–based genome-wide target selection focused on the co-occurrence of HMX1-BS pairs. **A**: Simultaneous possible combinations of HMX1-BS pairs allowed by the predictive promoter model (PPM) with three or four HMX1-BSs. Pairs are identified according to HMX1-BSs numbers. **B**: Flowchart of the mouse and human PPM-based selections filtering according to HMX1-BS pairs counting. ^#^See Figure 4 for details regarding the PPM-based selection process. Expression localization in the retina is indicated for genes carrying multiple HMX1-BS pairs. Significant enrichment in the axon guidance pathway is also indicated (see the text). **C**: Details of human and mouse *EPHA6* structure in the region surrounding the transcription start site (TSS). Forward (CAAGTG) and reverse (CACTTG) HMX1-BSs are symbolized by black and white triangles, respectively. Distances (bp) between HMX1-BSs are indicated in red.

### Experimental validation of several predicted targets with luciferase assay

We experimentally validated some of these results with luciferase assays performed in N2A cells. We first assessed the reliability of our system by cotransfecting the pGL3-*Sgcg* positive control reporter construct with the pcDNA3.1-*Hmx1* expression construct. *Hmx1* cotransfection decreased pGL3-*Sgcg* luciferase expression by 71%, which was expected given the *dmbo* qPCR *Sgcg* results (Figure 6). Cotransfection of *Hmx1* repressed pGL3-*Ptpro* and pGL3-*Sema3f* luciferase expression by 50% and 66%, respectively.

**Figure 6:**
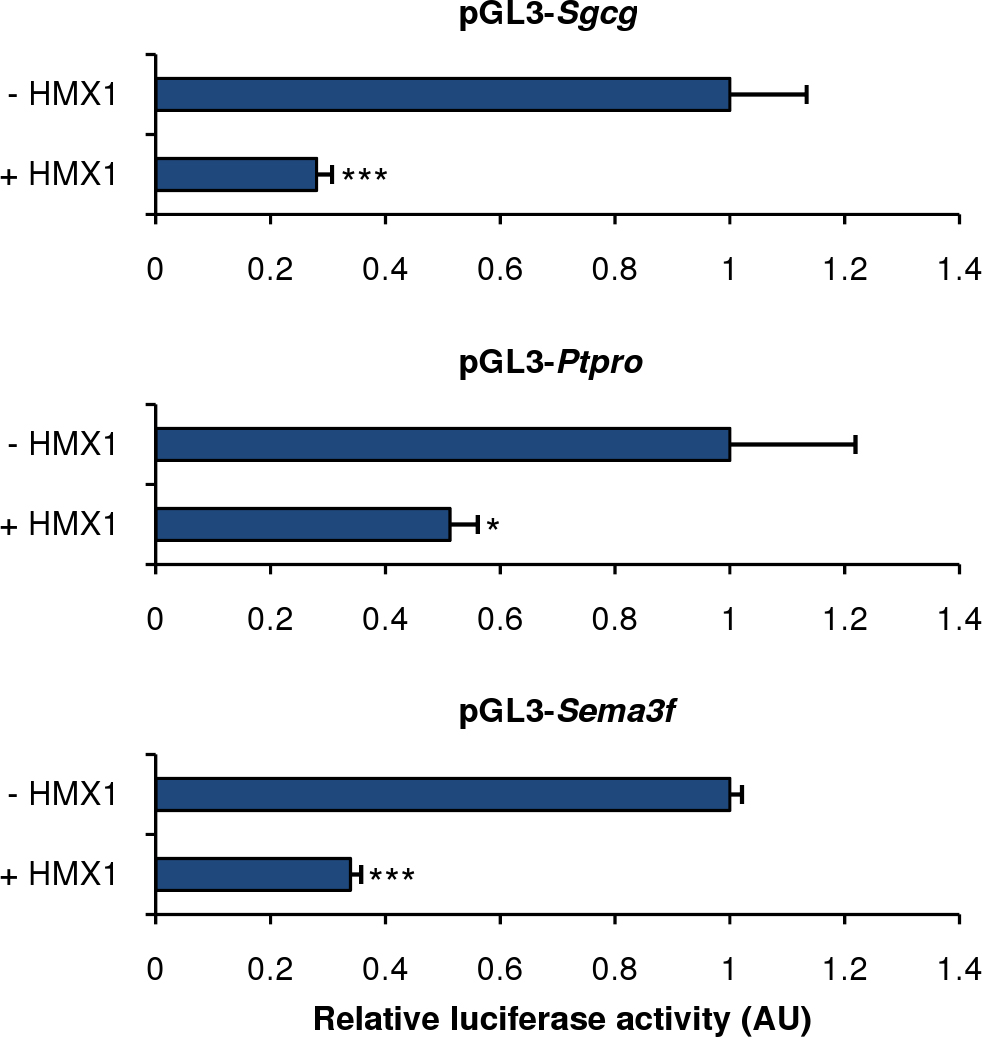
Transcriptional repression of predicted target genes by the H6 homeobox family 1 gene. The pGL3-*Sgcg* (positive control), pGL3-*Sema3f*, and pGL3-*Ptpro* reporter plasmids were cotransfected with the empty pcDNA3.1 or the pcDNA3.1-Hmx1 expression vectors into the N2A cells. For each gene, the activities are shown relative to the pGL3 constructs cotransfected with the control empty pcDNA3.1. Firefly luciferase activities were normalized against the cotransfected β-galactosidase activity. Bars, SD; *p<0.01, ***p<0.001. AU, arbitrary units.

## Discussion

The major goal of this study was to identify target genes of *Hmx1* in the mouse retina. The integration of in vitro data from Ament et al. and our in vivo microarray data allowed us to obtain a clear picture of the typical basic structure of an *HMX1* target promoter [12]. In addition, experimental controls concerning transcript amounts, expression colocalization, and luciferase assay strongly supported these findings.

The microarray data yielded the first set of information about the molecular phenotype of the *dmbo* retina. The MetaCore analysis underlined that a lack of HMX1 protein altered synaptogenesis and visual perception, two biologic processes occurring at P15 [29]. At this time, we cannot say whether these observations were directly linked to *Hmx1* loss of activity or if they derived from anterior impairments occurring during eye development.

Then, we used the microarray data to construct a high specific PPM based on HMX1-BS clusters. It revealed that *Sgcg*, *Tshz2*, and *Slc6a9* were *Hmx1* targets in the mouse retina at P15. Using degenerated binding motifs for PPM construction, such as the minimal CAAG core motif, led to higher sensitivity but also to low specificity with no significant enrichment. Such a low specific PPM cannot be used for prediction because the model would probably yield an extremely high number of false positives. However, we thought that *Hmx1* probably binds degenerate motifs in vivo, but no position weight matrix is currently available to perform a better PPM for *Hmx1*. Moreover, the sensitivity of the original PPM is likely underestimated because some of the differential expressions observed for genes belonging to the (+)-training set probably result from secondary events and are not directly linked to *Hmx1*.

The expression of *Hmx1*, *Tshz2*, *Slc6a9*, and probably *Sgcg* was observed in the glycinergic amacrine cells, a cell type that establishes synaptic contacts with rod-driven bipolar cells and play an important role in neurotransmission. *Tshz2* is involved in an axonal growth network in the mouse retina and is expressed in the zebrafish neural retina at 48 h post fertilization [30,31]. *Slc6a9* is specifically expressed in the glycinergic amacrine cells where it plays an important role in glycine uptake, and controls N-methyl-D-aspartic acid receptor coagonist occupancy in the mouse retina [32]. The role of both genes in the retina needs to be further investigated. However, their expression seemed to be totally or partially compensated at P60, suggesting that *Hmx1* does not solely regulate them. The positive deregulation of *Sgcg* in qPCR was impressive (about 1,000-fold), but it did not correlate with a higher amount of proteins in *dmbo* retina. It is likely that *Sgcg* was strongly regulated at the level of translation, which would explain why this dramatic increase in transcripts had no effect on the protein level, as shown for other genes related to cell adhesion [33]. In addition, the overexpressed γ-sarcoglycan could form aggregates that could be degraded in the endoplasmic reticulum, as supported by the proteolysis process enrichment in MetaCore analysis (Figure 1B). The role of the *sgcg* gene in the *dmbo* retinal phenotype remains unclear. 

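Genes changed in both directions in *dmbo* retinas, and by similar sizes. Over the probe sets with a gene symbol that passed, the median log2 fold change was 0.40 for those that rose and -0.41 for those that fell. The same thresholds applied to both directions. Among the changes above 2-fold, *Rtkn2* and *3632451O06Rik* rose, and *Duxbl* and *D14Ertd449e* fell. *3632451O06Rik* had a log2 fold change of 1.01 (standard error 0.08, adjusted p = 0.000645 from limma), and *D14Ertd449e*, next to *Duxbl* on chromosome 14, one of -1.02 (standard error 0.05, adjusted p = 1.71e-05 from limma). The probe sets of *Duxbl* and *D14Ertd449e* behind these values are marked as binding related sequences too. *Snord53*, a small nucleolar RNA, rose by 0.99 on the log2 scale (standard error 0.12, adjusted p = 0.00992 from limma), and *4930503L19Rik* fell by 0.69 (standard error 0.06, adjusted p = 0.00132 from limma). *4930485B16Rik* rose by 0.73 (standard error 0.07, adjusted p = 0.00124 from limma), and its other probe set by 0.39. All these calls held when any single array was left out, apart from that of *Rtkn2*, which without WT replicate 1 and 6 other arrays, one at a time, had an adjusted p of up to 0.196. Most of the changes were small, with 29 of the 145 genes at 1.5-fold or above. In probe sets, 85 were higher and 96 lower in *dmbo*, and in each of them the *dmbo* and WT values did not overlap. Over all probe sets 5.39% had groups that did not overlap, where chance gives 2.86%.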

Another finding resulting from the microarray analysis was that *Hmx1* could act in vivo as a transcriptional repressor or activator. The first in vitro study conducted by Ament et al. showed only a repressor effect, but their work was done in HeLa cells indicating that cellular context may play a role in mediating *HMX1* activity [12].

The second part of our study consisted of using our PPM to screen the genome and discover other putative targets of *HMX1*. More precisely, we focused our attention on identifying *HMX1* targets that could be involved in eye development. This would help in understanding the bases of the human oculoauricular syndrome caused by *Hmx1* mutation [5]. The first method consisted of using the PPM to screen the RefSeq database of mouse and human. This method retrieved a large but expected number of genes despite the short screening window used. Many of these genes represented interesting candidates (see Appendix 1 for a complete list). To be more selective, we crossed human and mouse selections to keep only genes fitting the PPM in both species. Among the ten genes that we retrieved, four have been reported to be expressed in the eye, during development (*EPHA6*, *MARCKS*, and *UHRF1*), or during adult life (*SEPT4*) [34-37]. In addition, *SH3KBP1* was predicted to be a target of *HMX1* and is highly expressed in Schwann cells, where the gene is regulated by *SOX10* [38]. Interestingly, a recent study showed that a balance between *SOX10* and *HMX1* regulates neuronal versus Schwann cell precursor and melanocyte fates [39]. Our second method based on the co-occurrence of HMX1-BS pairs retrieved ten genes in the mouse genome and eight in the human genome. *EPHA6*, *UHRF1*, and *SH3KBP1* were identified by both methods, increasing the confidence that these three targets were true targets. In the mouse, the *Epha6* promoter showed the highest number of HMX1-BS pair combinations with four sites located within [-250,+200]. A wider examination of the region surrounding its TSS showed additional HMX1-BS clusters fitting the PPM in the proximal promoter and in the first intron. With *Ptpro* and *Sema3f*, *Epha6* belongs to the retinal axon guidance pathway and plays an important role in retinotopic mapping [27,28,34,40,41]. In addition, these three predicted targets occupy key places as inputs of the axon repulsion signaling pathway, supporting a specific and effective action of *Hmx1* in this process (see Figure 7 for more details). Finally, the strong and highly significant enrichment of this pathway in the mouse selection obtained with HMX1-BS pairs co-occurrence based method underlined the likely role of *Hmx1* in establishing retinal topography. The luciferase assay results provided experimental evidences to validate this hypothesis. For a positive control, we first showed that *Hmx1* could act as a repressor and decrease the activity of the *Sgcg* promoter in the N2A cells. This result was expected based on the dramatic increase of *Sgcg* expression in *dmbo* mice. Then, we showed that *Hmx1* represses the activity of *Ptpro* and *Sema3f* promoters. In the future, we will specifically focus our efforts on the functional study of *Epha6,* all the more so as the Ephrin pathway was already considered by Schorderet et al. to be a putative target of *Hmx1* [5]. We also noted that the human selection contained a new interesting gene expressed in the eye, *FOXP1* [42], in addition to *UHRF1* and *EPHA6*. Finally, some of the remaining predicted targets unrelated to the eye could be potential *HMX1*, *NKX2–5*, or *HMX3* targets in other tissues and will need further investigation.

**Figure 7:**
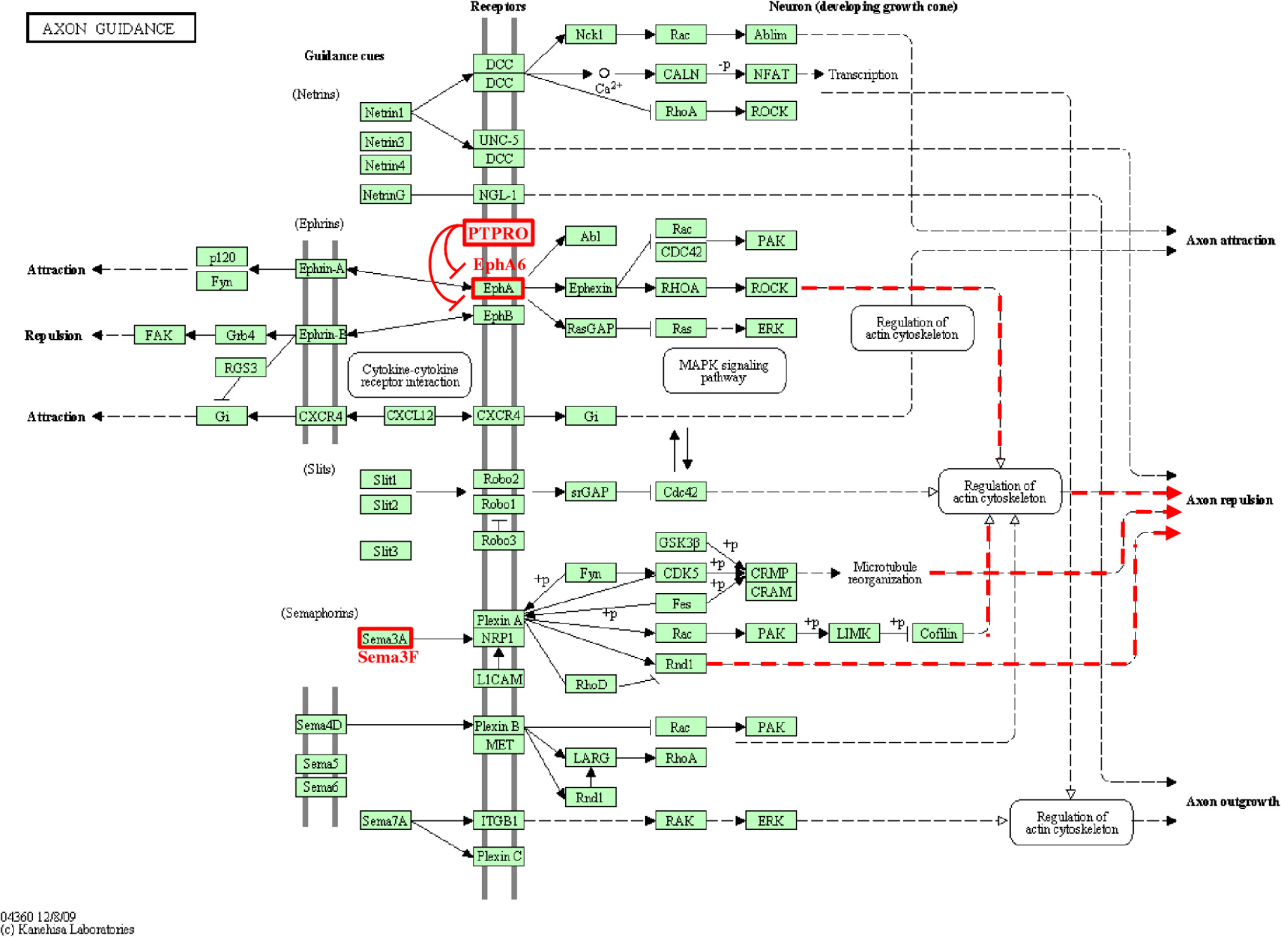
Mouse axon guidance pathway map. Adapted from the mmu04360 KEGG pathway. EphA6, Sema3F, and PTPRO are localized in red in the pathway. Note that PTPRO was originally absent from the map. Outputs of the ephrin and semaphorin pathways are underlined with red dotted lines. Green boxes: genes or gene products; rounded white boxes: connected pathways; solid arrows: direct interactions; dotted arrows: indirect interactions. Normal arrows symbolize activation, headless arrows symbolize inhibition.

Several recurrent questions about TFBS identification arose from our study. The first concerns the conservation of CRMs between human and mouse. In fact, we observed poor conservation of our PPM between both species, whereas numerous studies showed that evolutionary conserved regions overlap functional regulatory elements (reviewed in [11]). Actually, approaches integrating comparative genomics data succeed to identify CRMs with a high positive predictive value but overlook CRMs specific for a given species. Single-genome bioinformatic approaches are more convenient to solve this problem. In this manner, a study based on the empirical potential energy of TFs revealed that CRMs occur in conserved and non-conserved regions, and about 55% have a poor conservation score [43]. In particular, this study underlined that the less well-conserved CRMs concern genes related to neural activity. It could be explained by the fact that the nervous system function is specific for species, in contrast with more fundamental processes as transcription, for example. Prediction of neural specific TFBSs appears to be harder than others; fortunately, it has been shown that homotypic CRMs are a good predictor of regulatory elements, especially for target genes related to TFs involved in neural development [17]. In a general way, homotypic CRMs are strongly associated with the region surrounding the TSS and the developmental enhancers, with no systematic phylogenetic conservation. These observations rationalize the results we obtained with a single-genome approach and the PPM-based method focused on the co-occurrence of HMX1-BS pairs, in particular with the mouse axon guidance pathway enrichment. Finally, we think that adding a distance range constraint to the PPM gave more accurate results than simply counting the TFBSs in the screening window. Actually, optimal distances for interactions are supposed to be specific for a given TF and including this parameter in the model should give more specific results [26].

In conclusion, our strategy was successful in identifying *HMX1* targets because the PPM we constructed based on the P15 microarray data revealed, a posteriori, an important pathway involved in retinal development (I.E., axon repulsion during retinal axon guidance) in addition to the first three targets (I.E., *Sgcg*, *Tshz2*, *and Slc6a9*). These subsequent outcomes provided additional proof of the robustness of our PPM approach, and open up new opportunities to focus experimental investigations on this specific aspect of the *Hmx1* pathway.

## Appendix 1. Official gene symbols and gene accession numbers of all predicted targets.

To access the data, click or select the words “Appendix 1.”

## Appendix 2. Sequences and amplicon sizes of qPCR primer pairs used in this study.

To access the data, click or select the words “Appendix 2.”

## Appendix 3 Upregulated genes with a FDR<0.1 and a fold-change>1.2.

To access the data, click or select the words “Appendix 3.” ^#^Orientation of HMX1-BSs are indicated; F, forward strand (CAAGTG); R, reverse strand (CACTTG).

## Appendix 4. Downregulated genes with a FDR<0.1 and a fold-change>1.2.

To access the data, click or select the words “Appendix 4.” ^#^Orientation of HMX1-BSs are indicated; F, forward strand (CAAGTG); R, reverse strand (CACTTG).

## Appendix 5. Gene functional classification of FDR<0.1 differentially expressed genes according to DAVID software.

To access the data, click or select the words “Appendix 5.”

How the deposited data were processed for this re-analysis (not part of the article)

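Retinas of 4 *dmbo* and 4 WT C57BL/6J mice at postnatal day 15 were measured on Affymetrix Mouse Gene 1.0 ST arrays, by the paper's account 1 array per retina and per mouse. For *dmbo* replicates 1 and 2, which carried both male and female transcripts, a single mouse per array is open. The authors made the deposited log2 values from the scanned arrays with RMA, which corrects the background, normalizes by quantiles and summarizes the probes of a probe set; its version is not given in the sources used here. The authors worked in R 2.12.1 with limma 3.6.9. The deposited p-value and FDR columns are the authors' own limma results, adjusted by the method of Benjamini and Hochberg. Control probe sets are absent from these tables. The authors' deposited table names the chromosome, the positions and the gene of each probe set but no genome build, so positions are given as it has them. The paper used NCBI37 for promoters. No position was taken from the reference gene table of assembly GRCm38.p6, which served for older gene symbols alone.

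From the log2 values a linear model was fitted to each of the 28350 probe sets with limma 3.58.1 in R 4.3.3, *dmbo* minus WT, with empirical Bayes variances. The limma p-values were adjusted by the method of Benjamini and Hochberg. The fit gave the same calls as the authors' deposited table (181 of 181 probe sets), with log2 fold changes that differed by at most 6.6e-15. A gene passed at an adjusted p under 0.1 with a change of at least 1.2-fold, and in the stricter group at an adjusted p under 0.01. In the gene lists a gene was represented by its brightest probe set and counted at an adjusted p under 0.1 with no minimum fold. On simulated arrays with 100 probe sets changed 1.5-fold and 100 changed 2-fold among 28350, 95 and 99 were recovered, with 22 false calls. With 4 arrays in each group the number of arrays limits the precision, and the exact permutation test has a smallest p of 0.0286 over 70 assignments.

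Named genes were chosen by a rule set before the data were examined: the 10 genes with the largest rise and the 10 with the largest fall whose groups do not overlap, the genes the paper names, up to 4 members of each list with the lowest p among those that passed, and the 2 most abundant members of each list where none passed. The values in the paper's figures had been seen. The 25 gene lists cover retinal cell types, tissues that can be carried over, synapse, axon guidance, cilium, Notch, cell cycle, dystrophin complex, homeobox genes, metal ions, predicted targets and strain differences. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Camera sets a list against the other genes, whereas fry asks whether the list itself changed, so the 2 answer different questions. With the estimated correlation the horizontal cell and Müller glia lists held. Gene Ontology terms of 5 to 500 genes were tested with Fisher's exact test against all tested genes that carry a term, and chromosomes with Fisher's exact test. Random sets for distances between genes were drawn 10000 times, matched on signal.

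The alternatives were median centring, cyclic loess, leaving out the probe sets below the median signal, probe sets with a symbol alone, a trended and robust prior, array weights, the replicate number as a block, each array left out, and other fold minimums. Arrays were not equal in lens and sex-linked transcripts, and alternatives for these, covariates among them, were added after the data were seen. Both covariates are partly confounded with genotype, so results with them do not separate it from lens signal or sex. The tests of CAAGTG motifs in promoters were not run, since no genome sequence was used. The values of some single genes are not reported here.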

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

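The splits and the comparison of each chromosome were planned; the tests on chromosomes other than the per-chromosome comparison, on lens genes and on sex-linked transcripts were chosen after the result was seen. Of the 35 splits of the arrays into 4 and 4, 1 gave as many probe sets as *dmbo* against WT at an adjusted p under 0.1 from limma, the real one, with 181 against at most 5 in the others. At an adjusted p under 0.01 it was again 1 of 35, with 41 against at most 0. A first rank is the smallest share that 35 splits allow, so for both counts chance is argued against but not excluded. The other splits mix *dmbo* and WT arrays, so their counts are not those of groups without a difference.

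Chromosome 14, which the paper does not discuss, held 21 of the 145 changed genes and 803 of the tested genes (odds ratio 4.49, 95% confidence interval 2.67 to 7.21, adjusted p = 1.99e-06, Fisher's exact test), and chromosomes 18 (11 of 511, odds ratio 3.45, adjusted p = 0.00352) and 3 (17 of 1033, odds ratio 2.68, adjusted p = 0.00352) held more than their share too, as they did with uniquely hybridising probe sets only, a setting chosen after the data were seen (adjusted p = 0.0219 and 0.00431), though with the dim probe sets left out the adjusted p was 0.0886 and 0.108, and for the genes at an adjusted p under 0.01 it was 0.378 and 1, against 2.28e-05 and 1.58e-07 for chromosome 14, which argues against changes that fall without regard to position. An excess on chromosome 5 from a segment of the donor strain around *Hmx1* is argued against, since chromosome 5 held 0 changed genes of 1236 (odds ratio 0, upper bound 0.423), where 1 probe set of *Rpl15*, 8.6 Mb from *Hmx1*, passed (log2 fold change 0.28, adjusted p = 0.0267 from limma) but is marked as binding related sequences, and the gene was counted on chromosome 1 by a probe set with a lower p. Such a shortfall was not confined to chromosome 5. Chromosomes 11 (2 of 1632, odds ratio 0.171, adjusted p = 0.00924, Fisher's exact test) and X (0 of 840, adjusted p = 0.0261) held fewer changed genes than their share too. Donor segments were first tested outside chromosome 14, where 60 of 124 changed genes had another 0.5 to 5 Mb away, against a median of 53 and a 95th percentile of 64 in random draws (permutation p = 0.175), so an excess was neither shown nor excluded, and with no minimum distance it was 72 against 60 (p = 0.0295). Only after that, with the positions already seen, was chromosome 14 tested by itself: its changed genes lie from 13116723 to 65942810, where the probability that 21 random genes of the chromosome end as near its start is 0.000974. This measure was chosen from the same positions, so its probability describes them and is no independent test of a donor segment. A donor segment on chromosome 14 is a hypothesis from a second test on the same data, and an effect of the loss of *Hmx1* on single genes there and donor segments on other chromosomes stay open.

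All 16 lens crystallin genes were higher in *dmbo*, with a median log2 fold change of 2.80, in data the paper does not report on, and none passed by limma in the main fit. With array weights *Cryaa* (adjusted p = 0.0279 from limma) and *Cryab* (0.0605) passed. With 1 array left out, their lowest adjusted p from limma was 0.0316 and 0.0355. A rise of crystallin transcripts in the retina of every *dmbo* mouse stays open: the groups lie apart for 0 of the 16 genes, but for 13 without WT replicate 4 and for 16 without *dmbo* replicate 3, whose crystallin mean (8.48) lies below that of WT replicate 4 (9.09) and above those of the other WT arrays (7.60 to 7.89). Lens tissue carried over with the retina may be the source: the mean of 11 other lens genes followed the crystallin mean over the 8 arrays (Spearman's rank correlation 0.833, exact permutation p = 0.0154; Pearson's r 0.892, exact p = 0.000496, and 0.891 without the 2 arrays farthest from the median). The array of *dmbo* replicate 3 did not follow this pattern. Its mean of the other lens genes, 7.63, was the lowest of the 8 arrays, while its crystallin mean lay above those of WT replicates 1 to 3. *Cryaa* reached a log2 signal of 13.64 in *dmbo* replicate 4 against 8.02 in WT replicate 1, and *Cryab* 11.94 against 10.33. In *dmbo* replicate 3 against WT replicate 4 the order was the reverse, with 9.275 against 10.52 for *Cryaa* and 10.48 against 10.64 for *Cryab*. The paper describes a dissection under a microscope that was meant to clear other tissue from the retina. Whether the small eyes of *dmbo* mice altered the dissection or the lens was not tested.

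In *dmbo* replicate 1 the signal of *Xist* was 0.205 of the female level and that of Y-linked genes 0.922 of the male level (sum 1.13), and in *dmbo* replicate 2 the shares were 0.949 and 0.188 (sum 1.14), with the levels set from the WT arrays after their *Xist* signal was seen. RNA of a male and a female mixed in a sample may be the source, since the shares add up to about 1, while the paper isolated RNA from each retina individually. A single animal with 2 X chromosomes and a Y chromosome is argued against, since the larger of the smaller shares is 0.205. Sex was unbalanced between the groups, with *Xist* shares of 0.949, 1.03 and 1.05 in *dmbo* replicates 2 to 4 against Y-linked shares of 1.05, 0.965 and 1.02 in WT replicates 1, 3 and 4, so sex stays open as a source of single differences. No changed gene lies on X or Y, but with the female share of *Xist* as a covariate, 36 genes passed in place of 145 by limma, while all 181 probe sets kept their direction with a median ratio of log2 fold changes of 1.00 (5th to 95th percentile 0.793 to 1.17) and of standard errors of 1.28, so in the median the errors were wider and the folds were not smaller, and no biological explanation was tested. These probe sets were chosen from the same arrays, and the covariate correlated with group by 0.579. The kept folds therefore do not show that the calls are free of effects of sex.

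Single arrays stood apart from the other 3 of their group in 8 of 176 groups of named genes, where chance gives about 1 in 20. They were WT replicate 1 for *Hjurp* (log2 signal 9.075, others 8.964 to 8.977), WT replicate 3 for *Plac9* (9.362, others 9.262 to 9.277), WT replicate 4 for *Tshz2* (8.379, others 8.512 to 8.527), WT replicate 4 for *Mt2* (11.53, others 11.39 to 11.41), *dmbo* replicate 4 for *Foxp1* (9.156, others 8.829 to 8.845), *dmbo* replicate 3 for *Sox10* (8.108, others 8.385 to 8.426), *dmbo* replicate 1 for *Sema7a* (9.854, others 9.901 to 9.908) and *dmbo* replicate 4 for *Vtn* (11.91, others 12.05).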

How the results depend on the processing

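Of the settings reported here, the crystallin covariate, the covariate of the female share of *Xist*, the unique probe sets, the omission of X and Y, the omission of chromosome 14 and the omission of *dmbo* replicates 1 and 2 were tests chosen after the data were seen, and the others were planned. A result that passed neither as reported nor in another setting is counted as unaltered whatever its sign, a single gene is counted as passing at an adjusted p under 0.1 from limma with no minimum fold, and the causes of the changes below were not tested. The count of genes at an adjusted p under 0.1 (145) was 269 with array weights, 29 at a minimum of 1.5-fold, 687 with the crystallin covariate, 36 with the female share of *Xist* as a covariate, 46 without *dmbo* replicates 1 and 2, and 73 to 164 with single arrays left out. It was 141 with median centring, 182 with cyclic loess, 195 with a trended, robust prior, 180 with no minimum fold, 125 with unique probe sets, 147 without X and Y and 114 without chromosome 14. The count at an adjusted p under 0.01 (31) was 56 with the probe sets below the median signal left out, 80 with a trended, robust prior, 77 with array weights, 16 with the replicate block, 11 with the crystallin covariate, 9 with the female share of *Xist* as a covariate, 13 without chromosome 14, 8 without *dmbo* replicates 1 and 2, and 13 to 29 with single arrays left out. The number of chromosomes that held more or fewer changed genes than their share, 6 as reported, was 1 for the genes at an adjusted p under 0.01 and 2 with the dim probe sets left out. The same replicate number does not pair a *dmbo* with a WT array, since deviations from the group means correlated by -0.03, -0.02, 0.03 and 0.43, and with the replicate number as a block 117 genes passed, 100 of them among the 145. *Hmx1* passed in no setting. Without *dmbo* replicates 1 and 2, where fewer arrays were used, *Tshz2* (log2 fold change 0.56, adjusted p = 0.102 from limma) and *Slc6a9* (log2 fold change -0.38, adjusted p = 0.109) no longer passed, while all their other settings did. Over the 88 named genes and the settings fixed before, 151 combinations lost a call, 17 gained one, 1136 were unaltered and no direction turned, and over the later settings 72 lost a call, 2 gained one and 433 were unaltered. Among the calls lost with the female share of *Xist* as a covariate, given as log2 fold change without and with it and the adjusted p from limma with it, were those of *Guca1a* (0.49, 0.56, 0.196), *Thrb* (-0.29, -0.29, 0.319), *Nlgn1* (0.30, 0.24, 0.575), *Rpgrip1* (-0.32, -0.31, 0.181), *Dnahc9* (-0.44, -0.39, 0.276), *Bbs7* (-0.25, -0.27, 0.319), *Bbs1* (-0.24, -0.26, 0.381), *Snord53* (0.99, 0.90, 0.141) and *Mt1* (0.33, 0.38, 0.111), with standard errors larger by a median factor of 1.28 over the 181 probe sets.

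For the gene lists, 375 combinations of list and earlier setting were unaltered and 120 of the later ones. With median centring of each array, the GABAergic amacrine (0.156) list no longer passed (adjusted p from camera in parentheses). With cyclic loess, the bipolar (0.125), GABAergic amacrine (0.119) and cilium (0.185) lists no longer passed (adjusted p from camera in parentheses). With the dim probe sets left out, the bipolar (0.318), GABAergic amacrine (0.335), endothelium (0.145) and cell cycle (0.318) lists no longer passed (adjusted p from camera in parentheses). In the same setting the metal ion (0.0257) list passed in place of not passing (adjusted p from camera in parentheses). With a trended, robust variance prior, the rod (0.0915) and metal ion (0.0899) lists passed in place of not passing (adjusted p from camera in parentheses). With array weights, the GABAergic amacrine (0.107), cilium (0.107) and cell cycle (0.153) lists no longer passed (adjusted p from camera in parentheses). In the same setting the axon guidance (0.0621) list passed in place of not passing (adjusted p from camera in parentheses). With the replicate number as a block, the GABAergic amacrine (0.117) and cilium (0.117) lists no longer passed (adjusted p from camera in parentheses). With probe sets that hybridize uniquely, the GABAergic amacrine (0.1) and red blood cell (0.92) lists no longer passed (adjusted p from camera in parentheses). With chromosome 14 left out, the bipolar (0.247), GABAergic amacrine (0.139) and cilium (0.135) lists no longer passed (adjusted p from camera in parentheses). Without *dmbo* replicates 1 and 2, the bipolar (0.229), microglia (0.498) and endothelium (0.506) lists no longer passed (adjusted p from camera in parentheses). In the same setting the rod (0.00419), ganglion cell (0.053), pigment epithelium (0.000286) and Notch (0.0463) lists passed in place of not passing (adjusted p from camera in parentheses). With the crystallin covariate, the gliosis (0.855), red blood cell (0.137) and cell cycle (0.632) lists no longer passed (adjusted p from camera in parentheses). In the same setting the cornea (0.000485) and metal ion (0.0437) lists passed in place of not passing (adjusted p from camera in parentheses). The direction turned in the rod (higher, adjusted p = 0.00115), bipolar (higher, adjusted p = 0.0441), glycinergic amacrine (higher, adjusted p = 0.688), GABAergic amacrine (higher, adjusted p = 0.331), ganglion cell (higher, adjusted p = 0.000485), microglia (lower, adjusted p = 0.632), lens (lower, adjusted p = 0.475), synaptogenesis (higher, adjusted p = 0.126), cilium (higher, adjusted p = 0.145) and NK homeobox (lower, adjusted p = 0.0441) lists from camera. The crystallin covariate is partly confounded with genotype, so the turned directions cannot be read as effects of genotype. With the female share of *Xist* as a covariate, the cell cycle (0.108) list no longer passed (adjusted p from camera in parentheses). In the same setting the axon guidance (0.0515) and NK homeobox (0.058) lists passed in place of not passing (adjusted p from camera in parentheses). With a correlation estimated for each list, the bipolar (0.687), glycinergic amacrine (0.296), GABAergic amacrine (0.52), gliosis (0.411), microglia (0.577), endothelium (0.52), lens (0.406), red blood cell (0.296), synaptogenesis (0.504), cilium (0.52) and cell cycle (0.411) lists no longer passed (adjusted p from camera in parentheses). With fry, which does not set a list against the other genes, the bipolar (0.433), glycinergic amacrine (0.12), GABAergic amacrine (0.304), gliosis (0.211), microglia (0.433), endothelium (0.538), lens (0.211), red blood cell (0.153), synaptogenesis (0.297), cilium (0.297) and cell cycle (0.297) lists did not pass (adjusted p from fry in parentheses). With the mean of all probe sets of a gene, the cilium (0.108) and cell cycle (0.106) lists no longer passed (adjusted p from camera in parentheses). With single arrays left out, the adjusted p from camera ranged from 0.0111 to 0.612 for the rod list, 0.0441 to 0.911 for the cone list, 0.0028 to 0.545 for the bipolar list, 0.0106 to 0.756 for the GABAergic amacrine list, 0.0186 to 0.882 for the ganglion cell list, 0.00121 to 0.277 for the microglia list, 0.0117 to 0.756 for the pigment epithelium list, 0.0253 to 0.941 for the cornea list, 4.8e-05 to 0.156 for the synaptogenesis list, 0.0928 to 0.661 for the axon guidance list, 0.00985 to 0.758 for the cilium list, 0.0139 to 0.195 for the cell cycle list, 0.00897 to 0.872 for the NK homeobox list and 0.0552 to 0.664 for the metal ion list, and that of the ganglion cell list was on the higher side without *dmbo* replicate 4. The horizontal cell and Müller glia lists kept their direction and passed in every setting run.

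The tests of promoter motifs and of the genes that fit the promoter model were not run, as no genome sequence was used here. The authors' deposited log2 values were given in 2 identical copies and hold no control probe sets, so those alternatives gave no other value.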

Differences from the paper's values

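Of the tests in this part, the count of terms with at least 2 changed genes was chosen after the result was seen. The counts of genes given by the paper differed from those found here by less than 1.5 times, and the counts of Gene Ontology terms differed by more. At the paper's thresholds the paper reports 146 genes, 70 up and 76 down, against 145, 69 and 76 here, and 30 genes at the stricter threshold, 14 up and 16 down, against 31, 14 and 17 here. At an unadjusted p under 0.1 the paper reports 9 molecular function, 3 cell component and 20 biological process categories from DAVID, against 42, 27 and 84 terms here from Fisher's exact test. Of these 9, 9 and 16 held at least 2 changed genes, and the others held 1. The annotation and the program differ from those of the paper, and the cause of the difference was not tested further.

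The paper's quantitative PCR in Fig. 3A shows *Hmx1* lower in *dmbo* than in WT retinas at P15, where the arrays gave a log2 fold change of -0.0021 (adjusted p = 1 from limma). The cause of this difference was not tested. For *Tshz2* and *Slc6a9* the directions were the same in both.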

Other observations

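The gene lists were planned, and the tests of chromosome segments, lens genes and sex-linked transcripts were chosen after the result was seen. Transcripts of horizontal cells, the interneurons beneath the photoreceptors, were lower in *dmbo* retinas, and transcripts of Müller glia, the radial glia of the retina, were higher. Of 17 horizontal cell genes 3 fell and none rose (7 fell when adjusted over the list alone) by the brightest probe set of each gene, with 14 of 17 log2 fold changes negative (median -0.08, adjusted p = 8.83e-09 from camera, 0.0141 with an estimated correlation). *Slc4a3*, an anion exchanger, fell by 0.29 on the log2 scale (standard error 0.04, adjusted p = 0.0232 from limma), which without WT replicate 2 was 0.102. Of *Tpm3*, a tropomyosin of this list named after its value was seen, a dimmer probe set passed (log2 fold change -0.34, adjusted p = 0.0268 from limma) and the brightest did not (-0.15, adjusted p = 0.324). *Calb1*, calbindin, fell by 0.41 (standard error 0.07, adjusted p = 0.0623 from limma), and *Gja10*, connexin of horizontal cells, by 0.25 (adjusted p = 0.0867 from limma). Leaving out any single array but *dmbo* replicates 3 and 4 for *Calb1*, and any but *dmbo* replicate 4 for *Gja10*, ended these calls, at up to 0.197 and 0.265. With the replicate number as a block, the adjusted p from limma was 0.11 for *Calb1* and 0.141 for *Gja10*. With the crystallin covariate, chosen after the data were seen, the log2 fold change of *Calb1* was smaller, at -0.19 (adjusted p = 0.131 from limma). Of 27 Müller glia genes 4 rose and none fell (13 rose and 1 fell when adjusted over the list alone; median log2 fold change 0.11, adjusted p = 8.39e-07 from camera, 0.055 with an estimated correlation). *Car14*, a carbonic anhydrase, rose by 0.33 (standard error 0.04, adjusted p = 0.0104 from limma) whichever array was left out. *Kcnj10*, the potassium channel of glia (0.29, adjusted p = 0.051 from limma), the water channel *Aqp4* (0.30, adjusted p = 0.0727) and the glutamate transporter *Slc1a3* (0.26, adjusted p = 0.0545) rose as well, each losing its call without *dmbo* replicate 2 or WT replicate 1, 2 or 4 and some others, at up to 0.179, 0.213 and 0.192, and with median centring *Kcnj10* and *Aqp4* had 0.139 and *Slc1a3* had 0.143. With the female share of *Xist* as a covariate, chosen after the data were seen, the brightest probe sets of *Slc4a3*, *Calb1*, *Gja10*, *Car14*, *Kcnj10*, *Slc1a3* and *Aqp4* did not pass (adjusted p from limma 0.152 to 0.526), while both lists did. The log2 fold changes with it were -0.29 for *Slc4a3* (standard error 0.06), -0.44 for *Calb1* (0.09), -0.23 for *Gja10* (0.06), 0.32 for *Car14* (0.06), 0.29 for *Kcnj10* (0.07), 0.26 for *Slc1a3* (0.06) and 0.25 for *Aqp4* (0.07), so the errors were wider for each, with smaller folds too for *Aqp4* and *Gja10* and slightly smaller ones for *Car14* and *Slc4a3*.

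Other cell types gave lists whose calls did not hold with an estimated correlation. Of 17 genes of glycinergic amacrine cells and glycine signaling *Slc6a9* alone fell (4 when adjusted over the list alone; median -0.10, adjusted p = 1.73e-05 from camera, 0.296 with an estimated correlation). Of 34 GABAergic and cholinergic amacrine genes 1 fell, the transcript *6330527O06Rik* that carries the listed gene Lamp5 (log2 fold change -0.33, adjusted p = 0.0965 from limma; 0.152 with median centring, 0.153 with the replicate block, and up to 0.289 without any 1 array but *dmbo* replicates 3 and 4). Adjusted over the list alone 4 rose and 7 fell, and the list as a whole was lower (adjusted p = 0.0847 from camera, 0.52 with an estimated correlation). The median of this list was -0.04 while its mean was 0.00032, and its call ended without *dmbo* replicate 1 (0.123), *dmbo* replicate 4 (0.756), WT replicate 1 (0.336), WT replicate 2 (0.124) or WT replicate 3 (0.12). Of 30 genes of gliosis *Mt2* and *Mt1* rose and *Egr1* fell (10 and 2 when adjusted over the list alone; median 0.10, adjusted p = 3.85e-06 from camera, 0.411 with an estimated correlation). Microglia genes did not pass singly (0 of 26, also when adjusted over the list alone) but were higher together (adjusted p = 0.0143 from camera, 0.577 with an estimated correlation), a call that ended without *dmbo* replicate 1 (0.277) or WT replicate 2 (0.154). Endothelium and pericyte genes (0 of 29 passed, also over the list alone) were lower together, with a median of -0.07 (adjusted p = 0.0058 from camera, 0.52 with an estimated correlation). Cell cycle genes (0 of 36 passed, also over the list alone) were higher together (adjusted p = 0.0508 from camera, 0.411 with an estimated correlation), which ended without *dmbo* replicate 3 (0.108), *dmbo* replicate 4 (0.195) or WT replicate 3 (0.124). Red blood cell genes (0 of 8 passed, 4 fell when adjusted over the list alone) were lower together (median -0.28, adjusted p = 0.00225 from camera, 0.296 with an estimated correlation), and lens genes (0 of 27 passed, 20 rose when adjusted over the list alone) higher (median 1.62, adjusted p = 2.98e-18 from camera, 0.406 with an estimated correlation). With the mean crystallin signal of each array as a covariate, the camera p of the glycinergic, gliosis and microglia lists became 0.688, 0.855 and 0.632, and that of the red blood cell list 0.137.

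The paper's predicted targets of Figs. 4B and 5B, which come from sequence and not from these arrays, held no gene that passed among 18 measured (1 fell when adjusted over the list alone; adjusted p = 0.156 from camera, 0.411 with an estimated correlation). *Ptpro* had a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.16 from limma), *Epha6* 0.14 (adjusted p = 0.613) and *Sema3f* -0.07 (adjusted p = 0.783), and in each of these the groups did not overlap (chance gives 2.86% of probe sets). In the paper's luciferase assay in N2A cells, *Hmx1* lowered the activity of the *Ptpro* and *Sema3f* promoters. A rise of both without *Hmx1* would have the same sense, and the array values were negative. Reporter activity and RNA of whole retinas at P15 are unlike measures, and the paper's screen was also meant for targets in embryonic eye development. *Ptpro* fell in 4 other settings, at an adjusted p from limma of 0.0753 with cyclic loess, 0.059 with the dim probe sets left out, 0.0513 with a trended, robust prior and 0.0683 with array weights, and *Pltp* with array weights (0.0581), while *Epha6* passed with the crystallin covariate (0.054). Of 85 axon guidance genes *Sema7a* rose by 0.22 (adjusted p = 0.0867 from limma) and *Slit1* fell by 0.34 (adjusted p = 0.0534), with 3 and 2 when adjusted over the list alone. The call of *Sema7a* ended without any single array, at 0.119 to 0.264, and that of *Slit1* without *dmbo* replicate 1 or 2 or WT replicate 1, 2 or 3, at up to 0.188. The list itself did not pass (adjusted p = 0.32 from camera, 0.729 with an estimated correlation), and its median was 0.0032 while the test pointed lower; without WT replicate 4 its adjusted p was 0.0928. Ganglion cell genes (0 of 33, also over the list alone; adjusted p = 0.476 from camera, 0.815 with an estimated correlation) had a median of 0.00052 with the test pointing lower. Their adjusted p was 0.0299 without *dmbo* replicate 3 and, on the higher side, 0.0186 without *dmbo* replicate 4. Pigment epithelium genes (0 of 22; adjusted p = 0.385 from camera, 0.815 with an estimated correlation) passed without *dmbo* replicate 2 (0.0117) or WT replicate 4 (0.0792), and cornea, iris and ciliary body genes (0 of 23; adjusted p = 0.29 from camera, 0.786 with an estimated correlation) passed without *dmbo* replicate 4 (0.0552) or WT replicate 2 (0.0253). Notch genes (0 of 35, 1 rose and 1 fell over the list alone, adjusted p = 0.32 from camera, 0.729 with an estimated correlation) and genes known to differ between inbred strains (0 of 13, 3 rose and 1 fell over the list alone, adjusted p = 0.233 from camera, 0.52 with an estimated correlation) did not pass. Camera looks for a shift in 1 direction, which strain differences need not share. Fry without regard to direction gave an adjusted p of 0.0069 for the strain list. It gave 0.0364 for Notch, 0.007 for axon guidance and 0.418 for ganglion cell genes. *Gapdh* (0.00041) and *Pde6b* (-0.02), as log2 fold changes, did not pass (adjusted p = 1 and 0.987 from limma).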
